# Osteocyte CIITA aggravates osteolytic bone lesions in myeloma

**DOI:** 10.1038/s41467-022-31356-7

**Published:** 2022-06-27

**Authors:** Huan Liu, Jin He, Rozita Bagheri-Yarmand, Zongwei Li, Rui Liu, Zhiming Wang, Duc-hiep Bach, Yung-hsing Huang, Pei Lin, Theresa A. Guise, Robert F. Gagel, Jing Yang

**Keywords:** Cancer microenvironment, Myeloma, Bone

## Abstract

Osteolytic destruction is a hallmark of multiple myeloma, resulting from activation of osteoclast-mediated bone resorption and reduction of osteoblast-mediated bone formation. However, the molecular mechanisms underlying the differentiation and activity of osteoclasts and osteoblasts within a myelomatous microenvironment remain unclear. Here, we demonstrate that the osteocyte-expressed major histocompatibility complex class II transactivator (CIITA) contributes to myeloma-induced bone lesions. CIITA upregulates the secretion of osteolytic cytokines from osteocytes through acetylation at histone 3 lysine 14 in the promoter of TNFSF11 (encoding RANKL) and SOST (encoding sclerostin), leading to enhanced osteoclastogenesis and decreased osteoblastogenesis. In turn, myeloma cell–secreted 2-deoxy-D-ribose, the product of thymidine catalyzed by the function of thymidine phosphorylase, upregulates CIITA expression in osteocytes through the STAT1/IRF1 signaling pathway. Our work thus broadens the understanding of myeloma-induced osteolysis and indicates a potential strategy for disrupting tumor-osteocyte interaction to prevent or treat patients with myeloma bone disease.

## Abstract (web summary)

Osteocytes play an important role in the development and progression of tumour-associated bone disease. Here the authors report an interaction between malignant plasma cells and osteocytes in multiple myeloma and show that the osteocyte-expressed major histocompatibility complex class II transactivator (CIITA) contributes to myeloma-induced bone lesions.

## Introduction

Osteocytes are the most abundant cell type in bone tissue and are generally considered terminally differentiated cells of the osteoblast lineage^1^. They are the central regulator of bone remodeling through their bone-resorbing osteoclasts and bone-forming osteoblasts^2^. Despite being buried within mineralized bone matrix, osteocytes can modulate hematopoietic monocytic precursors developing into mature osteoclasts as well as regulate the differentiation of precursor mesenchymal stem cells (MSCs) into osteoblasts through communication with cells on the bone surface and those within bone marrow. Large amounts of soluble cytokines are secreted from osteocytes^2^. For example, osteocytes are the primary secretors of sclerostin, a small glycoprotein encoded by the *Sost* gene^3^. As a requisite for osteoblast development and activity, Sclerostin binds to the Wnt co-receptors lipoprotein receptor-related proteins 4/5/6 thereby inhibiting the Wnt/β-catenin signaling pathway^3^. Osteocytes are also the main source of receptor activator of nuclear factor κB ligand (RANKL), which stimulates the generation and activity of osteoclasts^4^. Recently, osteocytes were shown to play an important role in the development and progression of bone disease in some tumors, including multiple myeloma^5,6^.

Multiple myeloma is a B cell malignancy characterized by clonal expansion of malignant plasma cells within bone marrow. More than 80% of patients with myeloma develop lytic lesions in bone, thereby causing pathologic fractures, severe bone pain, spinal cord compression, and hypercalcemia^7^. Myeloma-induced bone destruction results from increased osteoclast-mediated bone resorption and decreased osteoblast-mediated bone formation;^8^ and osteocytes are a critical driver in this process. For example, knockout of sclerostin expression in osteocytes or pharmaceutical inhibition of sclerostin can reduce bone lesions in myeloma mouse models^9^, indicating that the interaction between tumor cells and osteocytes is an essential pathway in the genesis of lytic lesions seen in myeloma patients. However, the molecular mechanism by which osteocytes express and secrete osteolytic cytokines, stimulated by myeloma cells, still needs further exploration.

Here, through a combination of in vitro and in vivo studies and the use of patient samples, we demonstrate that the histone acetyltransferase major histocompatibility complex (MHC) class II transactivator (CIITA), expressed in osteocytes, contributes to myeloma-induced bone lesions. CIITA is a co-activator that regulates interferon γ–induced transcription of MHC class II genes, ensuring intracellular transport and surface presentation of antigenic peptides^10^. Histones H3 and H4 are acetylated at the promoter of MHC class II genes, which depends on the level of CIITA expression and binding activity^11^. In addition to its function in adaptive immunity, CIITA is an activator of osteoclast differentiation and bone homeostasis^12^, since globally overexpressing CIITA in mice increases RANKL-mediated signaling and causes bone resorption and severe spontaneous osteoporosis. However, the biologic function and mechanism of CIITA in osteocyte-mediated bone homeostasis, especially in myeloma bone disease, remain unclear. Here, we demonstrate that CIITA upregulates the expression of osteolytic cytokines RANKL and sclerostin through histone acetylation at H3K14 in the promoters of *TNFSF11* and *SOST* genes, leading to decreased osteoblast differentiation, enhanced osteoclastogenesis, and bone lesions. Our research thus defines CIITA as a molecular link bridging osteocytes and myeloma bone disease.

## Results

### Osteocytes contributes to myeloma bone lesions in mice

To examine the functional role of osteocytes in myeloma-induced bone destruction, we first intrafemorally injected murine myeloma cells Vk12598 into C57BL/6 mice (Fig. 1a). Mice that did not receive myeloma cells served as controls. After 6 weeks, we measured the establishment of myeloma by detecting increased levels of circulating M-proteins, an indicator of myeloma burden, and observed the development of lytic lesions in mouse femurs (Fig. 1b). We isolated and characterized primary osteocytes from the mouse femurs (Supplementary Fig. 1). We cultured those osteocytes to generate conditioned medium (CM). Cultures of MSCs with the CM of osteocytes isolated from tumor-bearing mice had less Alizarin red-S staining, which reflects osteoblastogenesis, than cultures of the CM from osteocytes of control mice (Fig. 1c). In the in vitro osteoclastogenesis assay, the CM of osteocytes isolated from tumor-bearing mice, compared to that of control mice, induced higher numbers of multinucleated tartrate-resistant acid phosphatase–positive (TRAP^+^) mature osteoclasts (Fig. 1d). Furthermore, quantitative polymerase chain reaction (qPCR) analysis showed significant upregulation of several osteocyte-specific cytokines^13^ in the osteocytes isolated from myeloma-bearing mice, compared to those obtained from control mice (Fig. 1e). These cytokines included tumor necrosis factor ligand superfamily member 11 (*Tnfsf11)*, the gene encoding RANKL, which can induce osteoclast differentiation, and *Sost*, the gene encoding sclerostin, which can inhibit osteoblast formation and function. These results indicate that the osteocytes from myeloma-bearing mice with lytic lesions enhance the activation of osteoclastogenesis and suppress osteoblastogenesis.

**Fig. 1:**
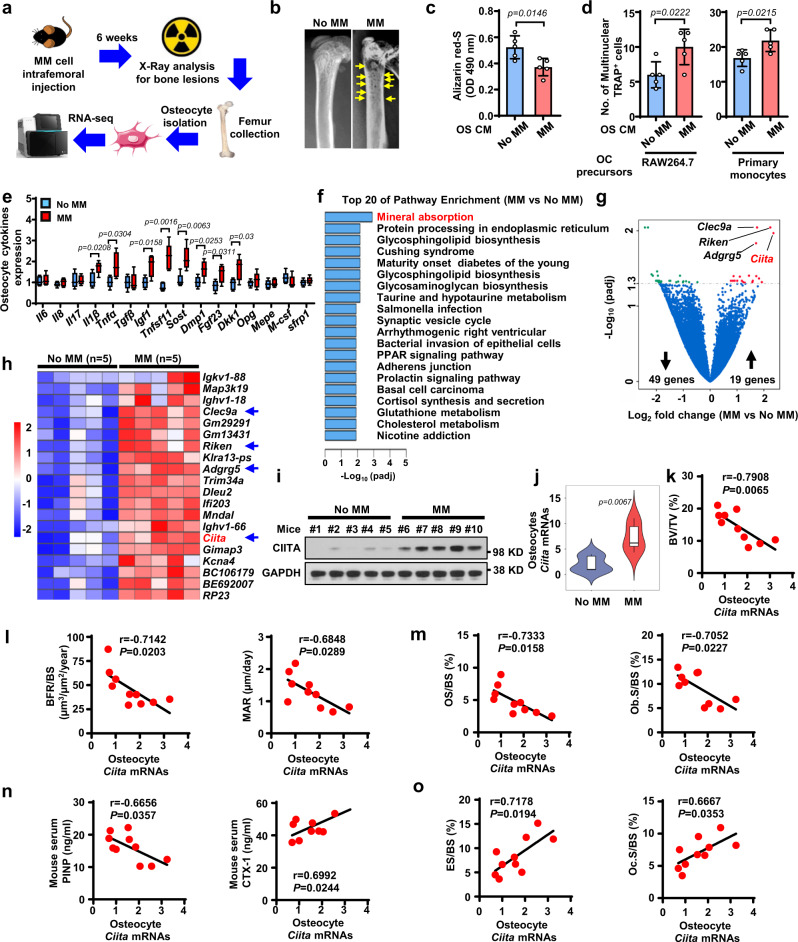
Transcriptome profile of osteocytes isolated from myeloma-bearing mice identifies CIITA as a potential promoter for myeloma-induced bone destruction. **a** Schematic workflow of RNA-seq of osteocytes isolated from myeloma-bearing mice. **b** Representative x-rays of femurs from control mice (No MM) and Vk12598 cell–injected mice (MM) at week 6. Yellow arrows, lytic lesions. **c**–**e** The CM of osteocytes (OS CM) was obtained from cultures of osteocytes isolated from control mice or MM mice (*n* = 5/group). Shown are representative summarized data of Alizarin red-S staining in cultures of MC3T3-E1 cells with OS CM (**c**), numbers of multinuclear (≥3) TRAP^+^ cells in cultures of Raw264.7 (**d**, left) or primary monocytes (**d**, right) with OS CM, and the expression profile of cytokine genes in osteocytes (**e**). Data are presented as mean ± SD. Box plot (**e**) indicates median, 25th and 75th percentiles, and minima and maxima of the distribution. **f** Pathway enrichment analysis in the osteocytes from myeloma-bearing mice compared to those from control mice. **g** Volcano plot showing genes with a cutoff fold-change of ≥2 or ≤−2 and a *P* value of <0.05. *P* values in (**f**–**g**) were calculated using the DEseq2 package (two-sided, no correction for multiple testing). **h** Heat-map showing the expression profile of upregulated genes in the osteocytes of MM mice compared to those of control mice (*n* = 5/group). **i**–**j** Protein (**i**) and mRNA (**j**) levels of CIITA in the osteocytes isolated from mice. **i** Shown are representative of two independent experiments. Violin plot (**j**) indicates median, 25^th^ and 75^th^ percentiles, and minima and maxima of the distribution. Data are presented as mean ± SD. **k**–**o** Correlation coefficients between the levels of *Ciita* mRNAs in osteocytes with percentages of BV/TV (**k**), levels of MAR and BFR/BS (**l**), OS/BS and Ob.S/BS (**m**), serum PINP and CTX-1 (**n**), and percentages of ES/BS and Oc.S/BS (**o**) in myeloma-bearing mice compared to control mice (*n* = 10/group). *P* values were calculated by unpaired two-tailed *t* test (**c**–**e**, **j**). The correlations were evaluated using Pearson coefficient with two-tailed *P* value. r, correlation coefficient (**k**–**o**).

### Osteocyte CIITA mediates myeloma-induced bone lesions

We next examined the alteration of gene expression in osteocytes isolated from Vk12598 myeloma–bearing mice, compared to those in control mice that did not receive myeloma cells, using whole-transcriptome RNA sequencing (RNA-seq) (Fig. 1a). 

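Osteocytes were isolated from the femurs of 5 mice injected with Vk12598 cells (MM), a murine Vk*MYC myeloma line, and of 5 control mice (No MM). The MM femurs were examined at week 6. One RNA-seq library per mouse was prepared with the TruSeq Stranded Total RNA kit and sequenced as paired ends. The paper's text names neither the aligner nor the counting program nor the gene annotation. The labels number the No MM mice 1 to 5 and the MM mice 6 to 10, so no mouse of one group is matched with a mouse of the other. For each of 22548 genes, the authors deposited the number of reads counted in each library, the same counts divided by a size factor per library, FPKM values, and their own log2 fold changes and p-values. Only the read counts were analyzed further. Between 31099174 and 39466332 reads per library were counted on genes, with a median of 36625759 in No MM and 34022890 in MM. Library size did not differ between the groups beyond the spread between mice (exact permutation test, two-sided, p = 0.325). Counts were scaled to library size by edgeR's TMM method and are given as CPM. At this depth, 3 counts, the smallest number taken as detectable, corresponded to between 0.0709 and 0.114 CPM. MM was compared with No MM by edgeR's quasi-likelihood test over the 16186 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment.

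The libraries differed in the share of counts on immunoglobulin genes. This share was 26.84% in the library labelled No MM 3 (95% Wilson interval 26.83% to 26.86%) and 29.27% in the library labelled No MM 4 (29.26% to 29.29%). It lay between 0.651% and 3.98% in the other 8 libraries. The intervals and the detection limit cover counting error only, since reads without molecular identifiers are not independent molecules. In both of these No MM libraries, Igkv4-91 took nearly all the reads on kappa variable genes, 99.61% in No MM 3 (99.60% to 99.61%) and 99.84% in No MM 4 (99.84% to 99.85%). Igkv4-91 also led the kappa variable genes in the libraries labelled MM 9, with 28.23% (27.93% to 28.54%), and MM 10, with 47.74% (47.41% to 48.07%). These immunoglobulin genes were singled out after their counts were seen.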

Computational overlapping of genes with the Molecular Signatures Database (Broad Institute) hallmark gene sets^14,15^ suggested significant enrichment of genes in mineral absorption signaling (Fig. 1f), confirming the functional role of osteocytes in bone. 

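The gene sets of the Molecular Signatures Database were not used here. Instead, a list of 41 genes for mineral absorption was written by hand before the data were examined. Of these genes, 39 were in the deposited table and 33 passed the filter on low counts. Their mean log2 CPM was 4.87 ± 0.277 (SD, n = 5) in No MM and 4.89 ± 0.119 (SD, n = 5) in MM, a difference within the spread between mice (exact permutation test, two-sided, p = 0.849). In the camera test of limma, the list did not differ either (adjusted p = 0.984 over 18 lists), with 18 genes higher and 15 lower in MM. The median log2 fold change of the list was 0.028, against -0.027 for all tested genes. An unadjusted p-value under 0.05 was found for 4 of the 33 genes, or 12.1%, against 14.1% of all tested genes (Fisher's exact test, one-sided, p = 0.703). None of the 33 genes passed an adjusted p-value of 0.05 over all tested genes, and 2 passed when the adjustment covered the list alone. The direction that camera gave the list was not stable. It turned from lower to higher without the filter on low counts, with a camera p-value of 0.961, and with Reactome's iron uptake and transport genes in its place, with a camera p-value of 0.827. With Reactome's metal ion SLC transporters it stayed lower, with a camera p-value of 0.113.

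The list contained a pair of neighboring metallothionein genes that the authors called lower in MM. Whether this overlap with the authors' calls exceeds chance was not tested. Mt1 (ENSMUSG00000031765) lies on chromosome 8 of GRCm38 from 94179089 to 94180325. It fell from 155.8 ± 70.7 CPM (SD, n = 5 mice) in No MM to 60.8 ± 11.6 CPM (SD, n = 5) in MM. Its log2 fold change was -1.36 (standard error 0.325, adjusted p = 0.31 from edgeR), and the values of the groups overlapped (exact permutation test, two-sided, p = 0.0238). Mt2 (ENSMUSG00000031762), on the same chromosome from 94172618 to 94173567, fell from 118.4 ± 79.5 CPM (SD, n = 5) to 32.4 ± 7.88 CPM (SD, n = 5). Its log2 fold change was -1.87 (standard error 0.458), with the same adjusted p-value and the same exact p-value as Mt1.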

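MM and No MM osteocytes were compared without pairing, because the labels do not match the mice of the groups. No gene had an adjusted p-value under 0.05 in edgeR, and the smallest adjusted p-value was 0.31. An unadjusted p-value under 0.05 was found for 617 genes higher in MM and 1664 genes lower in MM, against 809 expected by chance in all. This excess does not by itself show an effect of myeloma. Of 100 splits of the mice into groups of 5, the real one included, 15 gave as many genes. The median was 1898 genes in the 48 splits that kept No MM 3 and No MM 4 together, and 189 in the 52 that parted them. The biological coefficient of variation between mice was 0.46. All 5 MM values lay above all 5 No MM values for 118 tested genes and below them for 110. Together these made up 1.41% of the tested genes, where chance gives 0.79%.

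The authors' deposited table lists 19 genes higher and 49 lower in MM with an adjusted p-value under 0.05. All 19 of the higher genes were among those tested here. Each was higher in MM with an unadjusted p-value under 0.05, with log2 fold changes from 0.79 to 4.67, and the values of the groups did not overlap for 16 of them. Of the 49 lower genes, 44 were tested here. Each of the 44 was lower in MM with an unadjusted p-value under 0.05, with log2 fold changes from -5.38 to -0.51, and the values of the groups did not overlap for 7 of them. The authors chose these genes from the same counts, so the shared directions and low p-values are not independent support. Among the lower genes, the plasma cell markers Derl3 and Irf4 were high only in No MM 3 and No MM 4. Derl3 was 206.7 and 221.8 CPM there and at most 17.09 CPM elsewhere. Irf4 was 1007 and 760.5 CPM there and at most 40.68 CPM elsewhere. How many of the 44 share this pattern was not counted. Both the threshold and the test moved the counts. With an unadjusted p-value under 0.05 and at least a 2-fold change, edgeR gave 225 genes higher and 639 lower, and DESeq2 gave 380 and 1042. At the adjusted threshold, DESeq2 in place of edgeR gave 32 genes higher and 192 genes lower, which included all 19 and all 49 of the authors' genes. In data simulated with no change in any gene, DESeq2 called 14 genes and edgeR called 0. In simulated data where 200 genes changed 4-fold, a log2 change of 2, edgeR called 67% of them and 2 unchanged genes, and DESeq2 called 86% of them and 60 unchanged genes. The simulated genes varied independently, without the difference over many genes that No MM 3 and No MM 4 share. The simulation may therefore understate false calls here. DESeq2 called 156 to 579 genes in 9 splits that kept these libraries together, the real one included. It called 0 to 22 in 11 splits that parted them.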

Paired differential analysis identified 49 downregulated genes and 19 upregulated genes in the osteocytes of myeloma-bearing mice compared to those in osteocytes from control mice (Fig. 1g). Unsupervised hierarchical clustering of osteocytes using RNA-seq gene expression data showed a response-specific gene expression signature, including four candidates: *Clec9a*, *Riken, Adgrg5*, and *Ciita* that were upregulated in the osteocytes from myeloma-bearing mice (Fig. 1g, h). 

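The gene called Riken in Fig. 1 was matched to C530050E15Rik, the only Rik gene among those that the authors' table lists as higher. For Ciita, Clec9a and C530050E15Rik, every MM library had a higher value than every No MM library (exact permutation test, two-sided, p = 0.00794 for each, the smallest that 5 mice against 5 allow). None passed the adjustment over all tested genes in edgeR, where each had an adjusted p-value of 0.31.

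Ciita (ENSMUSG00000022504) lies on chromosome 16 of GRCm38 from 10488178 to 10527564. Between 255 and 785 reads per No MM library and between 852 and 1502 reads per MM library were counted on it. It was 14.7 ± 5.24 CPM (SD, n = 5 mice) in No MM and 31.0 ± 6.54 CPM (SD, n = 5) in MM. The log2 fold change was 1.08, with a standard error of 0.266. With each mouse left out in turn, it stayed between 0.95 and 1.22. With DESeq2 the adjusted p-value of Ciita was 0.0324, and over 29 alternatives it ranged from 0.0324 to 0.976. The log2 fold change fell to 0.49 when the expression of dendritic cell markers, themselves higher in MM, was added to the model as a covariate. Part of Ciita overlaps Dexi on the opposite strand, and Dexi had a log2 fold change of -0.24.

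Clec9a (ENSMUSG00000046080), on chromosome 6 from 129408862 to 129424764, was 3.15 ± 1.203 CPM (SD, n = 5) in No MM and 7.67 ± 1.49 CPM (SD, n = 5) in MM. Its log2 fold change was 1.28, with a standard error of 0.333. Its start overlaps the end of Clec1b on the same strand, so reads there could be counted on either gene. Clec1b had a log2 fold change of 0.67 (adjusted p = 0.514 from edgeR). C530050E15Rik (ENSMUSG00000097838), annotated as a long noncoding RNA, lies on chromosome 13 from 24631918 to 24638567, inside Fam65b on the opposite strand. It had between 4 and 24 reads per No MM library and between 27 and 53 per MM library. It was 0.367 ± 0.179 CPM (SD, n = 5) in No MM and 1.18 ± 0.292 CPM (SD, n = 5) in MM. Its log2 fold change was 1.65, with a standard error of 0.394. Fam65b had a log2 fold change of 0.80 (adjusted p = 0.405).

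**Figure D1:**
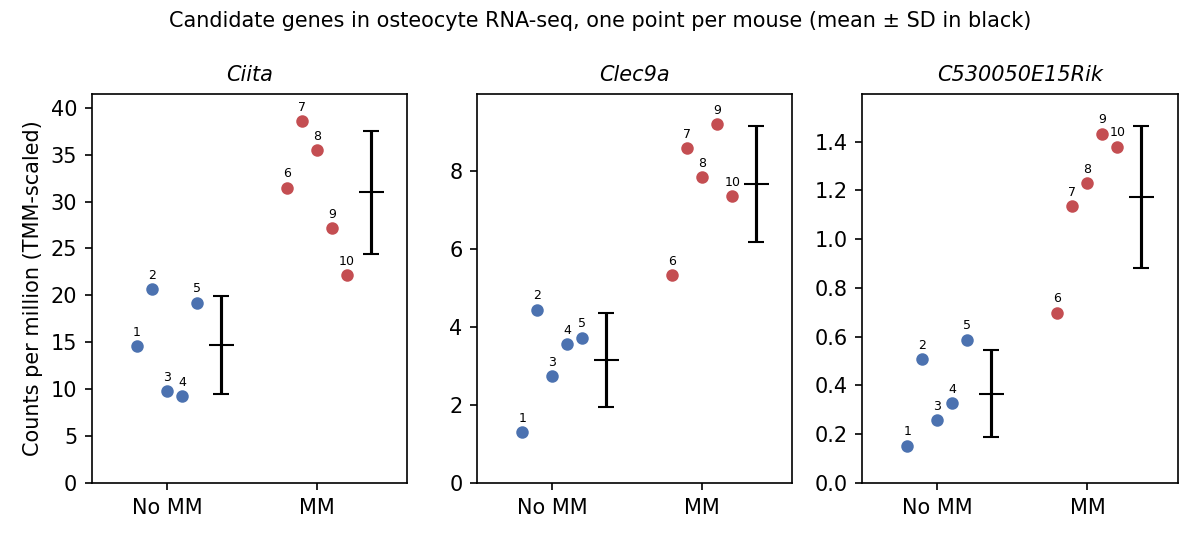
CPM of Ciita, Clec9a and C530050E15Rik in each library, numbered by mouse, with the mean and SD of each group of 5 in black. Ciita lies between 9.26 and 20.6 CPM in No MM and between 22.2 and 38.6 CPM in MM.

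Clustering depended on the genes used. With all 16186 tested genes, and with the 1000 most variable of them, the first branch parted the libraries labelled No MM 3 and No MM 4 from the other 8, with complete, average and Ward linkage alike. With the 20 genes beside the heat map of Fig. 1h, the first branch parted the 5 MM from the 5 No MM libraries with each linkage. These 20 genes were chosen by the authors for that difference. All 20 were higher in MM, with an unadjusted p-value under 0.05 in edgeR. The first principal component of all tested genes held 49.4% of the variance and did not part MM from No MM (exact permutation test, two-sided, p = 0.444). The component that came next held 17.3% (exact permutation test, two-sided, p = 0.0556). From its own hierarchical clustering, the paper states that there is a response-specific signature that includes Ciita, Clec9a and the gene called Riken. Its text does not say which genes that clustering used.

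**Figure D2:**
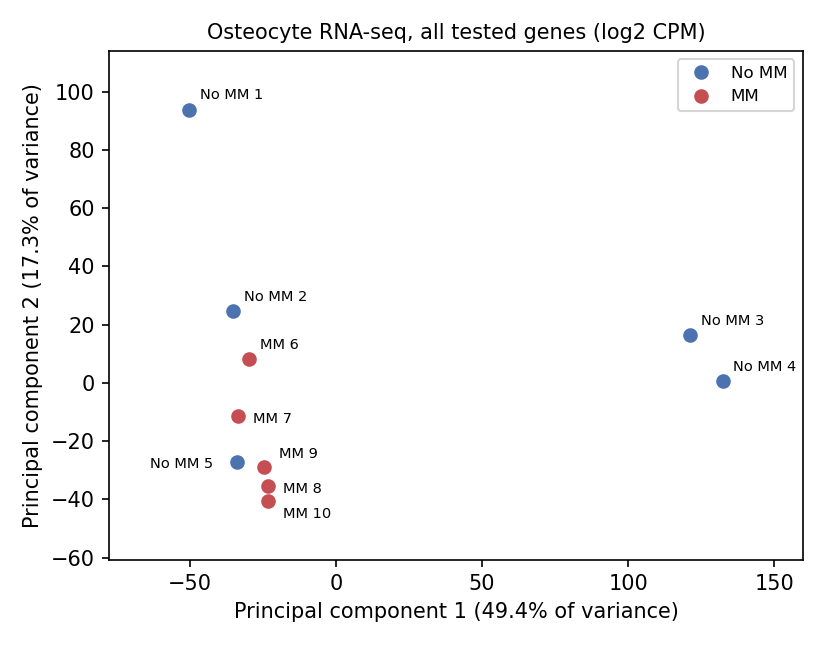
Position of each library on principal components 1 and 2 of log2 CPM over all tested genes. No MM 3 and No MM 4 lie at 121.3 and 132.3 on component 1, and the other 8 libraries lie between -50.2 and -23.3.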

Consistent with the RNA-seq results, we confirmed that osteocytes isolated from an additional five myeloma-bearing mice had increased expression of *Ciita* protein (Fig. 1i) and mRNA levels of four candidates (Fig. 1j and Supplementary Fig. 2a), compared to expression in control osteocytes.

We next determined the relationship of gene expression levels in osteocytes with the extent of myeloma-induced osteolytic lesions in mice. We found a robust negative correlation of osteocyte *Ciita* expression levels with the percentage of bone volume/total volume (BV/TV) (Fig. 1k) and the extent of bone formation, including mineral apposition rate (MAR) and % bone surface undergoing mineralization during the interlabel time (BFR/BS, Fig. 1l), percentages of osteoid surface (OS/BS) (Fig. 1m, left), and the percentage of the bone surface lined with osteoblasts (Ob.S/BS) (Fig. 1m, right) in mouse femurs, as well as levels of mouse serum procollagen type I N-terminal propeptide (PINP), a bone formation marker (Fig. 1n, left). In contrast, we observed a strong positive correlation between the level of osteocyte *Ciita* expression and the extent of bone resorption, including the level of C-telopeptide of type I collagen (CTX-1) in mouse serum (Fig. 1n, right), percentage of bone surface eroded by osteoclasts (ES/BS) (Fig. 1o, left), and percentage of bone surface covered with osteoclasts (Oc.S/BS) (Fig. 1o, right). There were no obvious correlations between mRNA levels of *Clec9a*, *Riken*, or *Adgrg5* in osteocytes and the bone intensity in myeloma-bearing mice (Supplementary Fig. 2b). Our results indicate that osteocyte-expressed CIITA is associated with the pathogenesis of myeloma-induced bone destruction.

To examine the function of osteocyte CIITA in bone in the presence of myeloma, we generated osteocyte-specific conditional *Ciita*-knockout mice using a Flp-Cre strategy. In the knockout mice, CIITA was not expressed in osteocytes but was expressed in other bone cells, such as MSCs and osteoblasts (Fig. 2a). To establish myeloma in mice, we intrafemorally injected Vk12598 cells into wild-type and *Ciita*-knockout mice. Mice that did not receive myeloma cells served as controls for baseline level of bone density. Six weeks after myeloma cell injection, we found increased levels of M-proteins in both the knockout mice and the wild-type mice (Fig. 2b), indicating establishment of myeloma. As shown in Fig. 2c, myeloma-bearing wild-type mice displayed severely reduced trabecular bone in the marrow, while knockout of CIITA in osteocytes significantly reversed such effects. Quantitative µCT data showed a higher level of BV/TV, average trabecuar thickness (Tb.Th), trabecular bone density (Tb.N), and a lower level of average distance between trabecular bone (Tb.Sp) in the myeloma-bearing *Ciita*-knockout mice than in the wild-type mice (Fig. 2d, g). There was no significant change in marrow trabecular bones between the wild-type and knockout mice without myeloma (Fig. 2c–g). Bone histomorphometric analysis showed lower levels of ES/BS and Oc.S/BS and higher levels of OS/BS and Ob.S/BS in the *Ciita*-knockout mice than in wild-type mice when myeloma was established (Fig. 2i–k). In agreement with these findings, the bone formation rate was increased in the myeloma-bearing *Ciita*-knockout mice compared to wild-type mice (Fig. 2l).

**Fig. 2:**
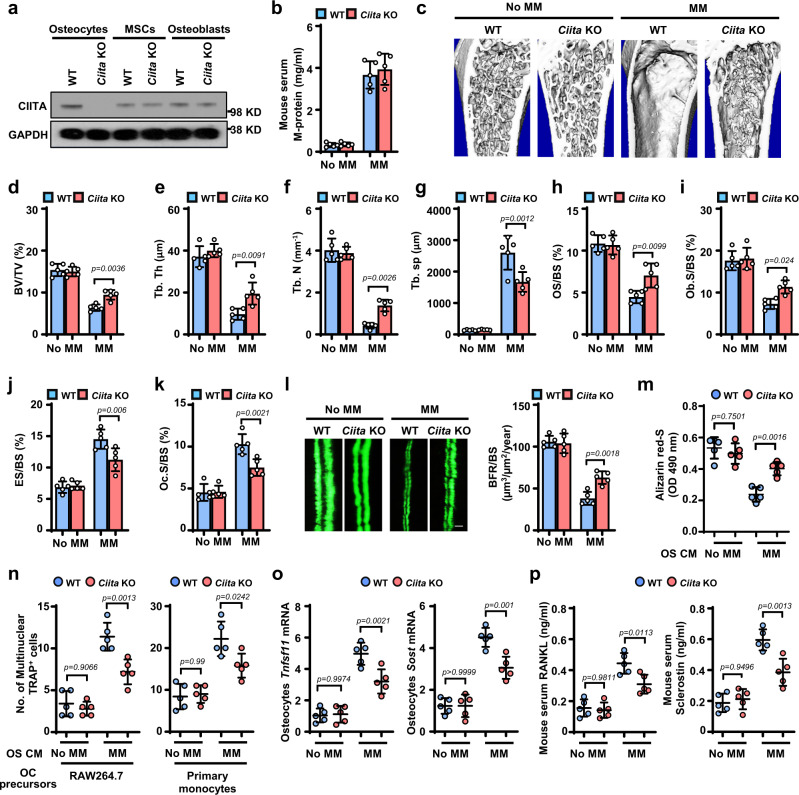
Deficiency of CIITA expression in osteocytes impairs myeloma-induced bone lesions. **a** Western blots show the expression of CIITA in osteocytes, MSCs, and osteoblasts isolated from wild-type (WT) or osteocyte-specific *Ciita*-knockout (*Ciita* KO) mice. The expression of GAPDH served as protein loading controls. Images shown are representative of two independent experiments. **b**–**k** WT and osteocyte-specific *Ciita* KO mice were intrafemorally injected with the murine myeloma cell line Vk12598 (1 × 10^6^ cells/mouse). The mice not receiving myeloma cells (No MM) served as controls. Shown are the concentrations of M-proteins in mouse sera (**b**), representative μ-CT images of mouse femurs (**c**), and percentages of BV/TV (**d**), Tb.Th (**e**), Tb.N (**f**), Tb.Sp (**g**), OS/BS (**h**), Ob.S/BS (**i**), ES/BS (**j**), and Oc.S/BS (**k**). **l** BFR/BS was measured by calcein injection, and the bone sections were imaged and analyzed. Shown are representative images and summarized data of bone formation in mouse femurs. Scale bar: 20 µm. **m**-**p** Osteocytes isolated from WT or *Ciita*-KO mice injected with or without myeloma cells, were cultured for generating the osteocyte CM. The osteoblast precursor MC3T3-E1 and the osteoclast precursor Raw264.7 were cultured with the osteocyte CM. After culturing, the cells were stained with Alizarin red-S for osteoblast differentiation or TRAP staining for osteoclast differentiation. Shown are the summarized data from Alizarin red-S staining (**m**) and the numbers of multinuclear (≥3) TRAP^+^ cells (**n**, left). Real-time PCR and ELISA assays show the relative expression of *Tnfsf11* and *Sost* mRNA in osteocytes (**o**) and the serum levels of RANKL or sclerostin in mice (**p**). (**n**, right) Primary osteocytes isolated from mouse femurs were knocked down by *Ciita* siRNA (si*Ciita*). The CM of WT or si*Ciita* was cultured with myeloma cells for 48 hours. Data are mean ± SD (*n* = 5 mice/group). *P* values were determined using one-way ANOVA with Tukey’s multiple comparisons test.

To examine the role of osteocyte CIITA in osteoblast and osteoclast differentiation in myeloma in vitro, we isolated primary osteocytes from the femurs of wild-type or *Ciita*-knockout mice and generated osteocyte CM. Culturing MSCs or osteoclast precursors with CM derived from wild-type osteocytes isolated from myeloma-bearing mice showed less Alizarin red-S staining (Fig. 2m) and more multinucleated TRAP^+^ osteoclast formation (Fig. 2n, left) than observed in myeloma-bearing *Ciita*-knockout mice. Similarly, we have observed increased multinucleated TRAP^+^ cells in the cultures of osteoclast precursor monocytes cultured in the CM of myeloma cell-exposed primary osteocytes with knocked down *Ciita* (Fig. 2n, right). However, this effect was not seen in cultures with CM of osteocytes from mice without myeloma (Fig. 2m, n). We also observed lower levels of *Tnfsf11* and *Sost* mRNAs, as well as lower levels of RANKL and sclerostin proteins, in *Ciita*-knockout osteocytes compared to wild-type osteocytes from mice bearing myeloma, while there was no difference in the expression of those cytokines in osteocytes from mice without myeloma (Fig. 2o, p).

We also knocked down CIITA expression in murine osteocyte cell lines MLO-Y4 and MLO-A5 using murine *Ciita* short hairpin RNA (shRNA), and cells with non-target shRNAs (sh*Ctrl*) served as controls (Supplementary Fig. 3a). There was no difference in apoptosis or viability between control and knockdown cells (Supplementary Fig. 3b, c), indicating that the modification of CIITA does not affect osteocyte growth or survival. We then cultured control or *Ciita*-knockdown osteocytes with myeloma ARP-1 cells and collected the osteocyte CM. To examine osteoclast and osteoblast differentiation, we cultured the osteoblast precursor MC3T3-E1 and the osteoclast precursor Raw264.7 with the osteocyte CM. We found that cultures with the CM of *Ciita*-knockdown osteocytes had less ability to reduce osteoblast formation (Supplementary Fig. 3d) and enhance osteoclast differentiation (Supplementary Fig. 3e, left) than did cultures with the CM of control osteocytes. We then collected CM from cultures of myeloma cells and wild type or *Ciita* knocked down primary osteocytes. We found that primary monocytes culturing in the CM of *Ciita* knockdown osteocytes showed reduced numbers of TRAP^+^ cells when compared with those from wild type (Supplementary Fig. 3e, right). Together, these findings indicate that CIITA expressed by osteocytes mediates myeloma-induced bone lesions.

### The TP–CIITA axis enhances cytokine secretion from osteocytes

Myeloma cells highly express thymidine phosphorylase (TP) and secrete 2-deoxy-D-ribose (2DDR), the product of thymidine catalyzed by TP function^7^. Myeloma cell TP/2DDR has been shown to play an important role in the pathogenesis of myeloma bone disease^7^. We found that the levels of RANKL and sclerostin in the serum of mice injected with high TP–expressing myeloma cells ARP-1 and RPMI8226 were much higher than those in mice injected with low TP–expressing MM.1 S myeloma cells (Supplementary Fig. 4a). Knockdown of TP in ARP-1 cells reduced cytokine levels, while overexpression of TP in MM.1 S cells enhanced cytokine levels in mouse serum (Supplementary Fig. 4b). Treatment of TP inhibitors 7DX or TPI reduced circulating cytokine levels in mice injected with ARP-1 or RPMI8226 cells (Supplementary Fig. 4c). In vitro studies using osteocyte cell lines MLO-Y4 and MLO-A5 found that co-culture with sh*Ctrl* ARP-1 cells upregulated the osteocytes’ mRNA levels of *Tnfsf11* and *Sost* than those cultured alone, while this effect was reduced in osteocytes co-cultured with sh*TP* ARP-1 cells (Supplementary Fig. 4d, e). Addition of 2DDR to the osteocytes significantly increased the expression of several cytokines, including *Tnfsf11* and *Sost*, which are secreted from osteocytes (Supplementary Fig. 4f). We thus hypothesized that myeloma cell TP/2DDR upregulate osteocyte cytokine expression through stimulation of CIITA expression in osteocytes. To test our hypothesis, we co-cultured myeloma cells and MLO-Y4 or MLO-A5 osteocytes. We found that co-culture with the ARP-1 cells (high TP expression) induced higher levels of CIITA mRNA (Fig. 3a) and protein (Fig. 3b) in osteocytes than did co-culture with MM.1 S cells (low TP expression). Knockdown of TP in ARP-1 cells reduced CIITA expression in MLO-Y4 or MLO-A5 cells, while overexpression of TP in MM.1 S enhanced CIITA expression (Fig. 3a, b). Correspondingly, addition of 2DDR increased levels of CIITA mRNA (Fig. 3c) and protein (Fig. 3d) in MLO-Y4 and MLO-A5 cells. Since the CIITA transcripts in immune cells have been shown to be driven by promoters I, III, and IV, we wanted to determine the isoform(s) by which 2DDR regulates CIITA expression in osteocytes. By examining two murine osteocyte cell lines and primary osteocytes isolated from mice, we found that the isoform IV is the dominant form in osteocytes and addition of 2DDR enhances *CIITA* IV mRNA in primary osteocytes (Supplementary Fig. 5).

**Fig. 3:**
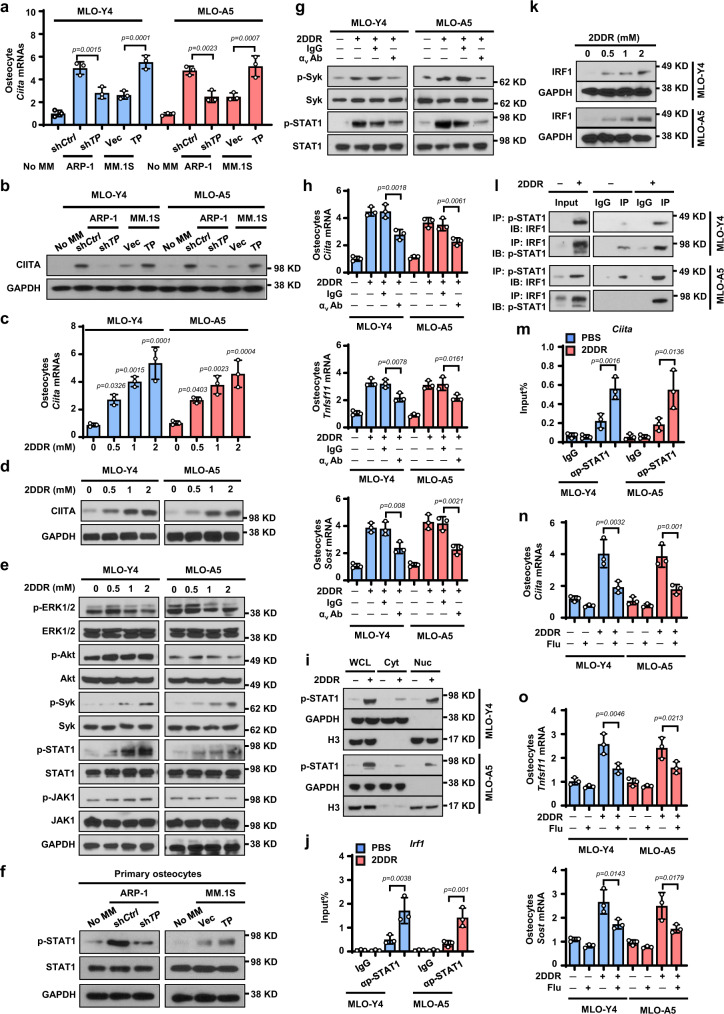
Myeloma TP/2DDR enhances CIITA expression in osteocytes via the STAT1/IRF1 signaling pathway. **a**–**b** The levels of *CIITA* mRNA (**a**, n = 3 biological replicates) or protein (**b**) in MLO-Y4 or MLO-A5 osteocytes co-cultured with the high TP–expressing ARP-1 cells carrying non-targeted control shRNAs (sh*Ctrl*) or TP shRNAs (sh*TP*) or co-cultured with low TP–expressing MM.1 S cells carrying empty control vector (*Vec*) or TP cDNAs (*TP*). **c**–**e** Levels of *CIITA* mRNA (**c**, n = 3 biological replicates) and protein (**d**) as well as phosphorylated (p) or non-phosphorylated ERK1/2, Akt, Syk, STAT1, and JAK1 (**e**) in MLO-Y4 and MLO-A5 cells cultured with 2DDR. (GAPDH: protein loading controls). **f** Levels of the p-STAT1 or STAT1 in primary osteocytes cultured with the CM of sh*Ctrl* or sh*TP* ARP-1 cells or with the CM of *Vec* or *TP* MM.1 S cells. **g**–**h** Levels of p-SyK, Syk, p-STAT1, or STAT1 (**g**), *Ciita*, *Tfsf11*, and *Sost* mRNAs (**h**, n = 3 biological replicates) in MLO-Y4 or MLO-A5 cells cultured with 2DDR, IgG control, or anti-α_v_ antibody (Ab). **i** Levels of p-STAT1 in whole-cell lysates or cytosolic or nuclear fractions of MLO-Y4 and MLO-A5 cells cultured without or with 2DDR. Loading controls: GAPDH for cytosol fractions (Cyt); H3 for nuclear fractions (Nuc). WCL, whole cell lysate. **j** The enrichment of p-STAT1 in the promoter of *Irf1* gene in MLO-Y4 and MLO-A5 cells cultured with 2DDR. IgG levels served as controls. **k** The protein levels of IRF1 in MLO-Y4 and MLO-A5 cells cultured with 2DDR. **l** Co-immunoprecipitation of p-STAT1 with IRF1 in MLO-Y4 and MLO-A5 cells cultured with 2DDR. **m** The enrichment of p-STAT1 in the promoter of *Ciita* gene in MLO-Y4 and MLO-A5 cells cultured with 2DDR (n = 3 biological replicates). **n**–**o** The relative expression of *Ciita* (**n**), *Tnfsf11* and *Sost* (**o**) mRNA in MLO-Y4 and MLO-A5 cells cultured with 2DDR in the absence or presence of STAT1 inhibitor fludarabine (Flu; 10 µM) (n = 3 biological replicates). **b**, **d**, **e**–**g**, **i**, **k**, and **l** are representative of two independent experiments. Data are mean ± SD. *P* values were determined using one-way ANOVA with Tukey’s multiple comparisons test.

We next examined the signaling pathways by which 2DDR may regulate CIITA expression in osteocytes. We observed that the levels of phosphorylated Syk and STAT1 were upregulated in osteocytes cultured with 2DDR, while the levels of phosphorylated ERK1/2, Akt, and JAK1, the non-phosphorylated kinases, and GAPDH as a protein loading control were not changed (Fig. 3e). We observed a similar trend in primary osteocytes cultured with myeloma cells that had high expression levels of TP (sh*Ctrl* ARP-1 or *TP* MM.1 S cells, Fig. 3f). Osteocytes express the integrin α_v_β_3_, the receptor of 2DDR^7,16^. We found that addition of the antibody against α_v_, but not addition of IgG controls, significantly reduced 2DDR effects on Syk, STAT1 phosphorylation, *Ciita, Tnfsf11*, and *Sost* expression in MLO-Y4 and MLO-A5 cells (Fig. 3g, h). We separated the cytosol and nuclear fractions of MLO-Y4 or MLO-A5 cells and observed that phosphorylated STAT1 was localized mainly in the nuclear fraction of 2DDR-incubated osteocytes (Fig. 3i). Chromatin immunoprecipitation (ChIP) assays showed that phosphorylated STAT1 bound to the promoter of the transcription factor interferon regulatory factor 1 (*Irf1*) in 2DDR-incubated osteocytes (Fig. 3j). Culture with 2DDR enhanced IRF1 expression in osteocytes (Fig. 3k). Furthermore, we immunoprecipitated osteocyte lysates with an anti–phosphorylated STAT1 antibody and observed the interaction between phosphorylated STAT1 and IRF1 (Fig. 3l). The ChIP assay showed the enrichment of phosphorylated STAT1 in *Ciita* promoter in 2DDR-incubated osteocytes (Fig. 3m). Addition of the STAT1 inhibitor fludarabine significantly reduced the mRNA levels of *Ciita* (Fig. 3n), *Tnfsf11*, and *Sost* in osteocytes cultured with 2DDR (Fig. 3o). These results indicate that myeloma cell TP/2DDR enhances CIITA expression in osteocytes via the STAT1/IRF1 signaling pathway.

To examine the effects of CIITA on myeloma cell TP/2DDR–induced cytokine expression in osteocytes, we used shRNAs to knock down CIITA in MLO-Y4 and MLO-A5 cells and found that the knockdown significantly reduced the effect of 2DDR on *Sost* mRNA levels in osteocytes (Fig. 4a). We pretreated sh*Ctrl* or sh*Ciita* osteocytes with 2DDR, washed out the 2DDR, and collected the osteocyte CM. We found that culture of the osteoblast precursors MC3T3-E1 with the sh*Ciita* osteocyte CM had greater ability to induce osteoblast differentiation (Fig. 4b) and expression of osteoblast differentiation–associated genes *alkaline phosphatase* (*Alp)*, *Collagen Type I Alpha 1* (*Col1a1)*, and *gamma-carboxyglutamic acid-containing protein* (*Bglap)* (Fig. 4c) compared to cultures with the CM of sh*Ctrl* osteocytes. Correspondingly, CIITA knockdown in osteocytes reduced the effects of 2DDR on *Tnfsf11* mRNA levels (Fig. 4d). Culture of the osteoclast precursors Raw264.7 or primary monocytes with the CM of *Ciita* knockdown osteocytes had decreased ability to induce osteoclast differentiation (Fig. 4e) and expression of osteoclast differentiation marker genes *Trap*, *calcitonin receptor* (*Calcr)*, and *Cathepsin K* (*Ctsk)* compared to culture with the CM of sh*Ctrl* osteocytes (Fig. 4f). In addition, we cultured osteocytes isolated from wild-type or *Ciita*-knockout mice with 2DDR to generate the osteocyte CM, and we found similar results in osteocyte-mediated osteoblastogenesis, osteoclastogenesis, and cytokine production (Fig. 4g-j). Similar results were obtained when we cultured primary monocytes with myeloma-exposed primary osteocytes with knocked down *Ciita* (Fig. 4j, right). These findings demonstrate that myeloma cell TP/2DDR upregulates CIITA expression in osteocytes and that the increased CIITA enhances osteocyte expression of osteolytic cytokines, leading to disruption of the balance between osteoclastogenesis and osteoblastogenesis.

**Fig. 4:**
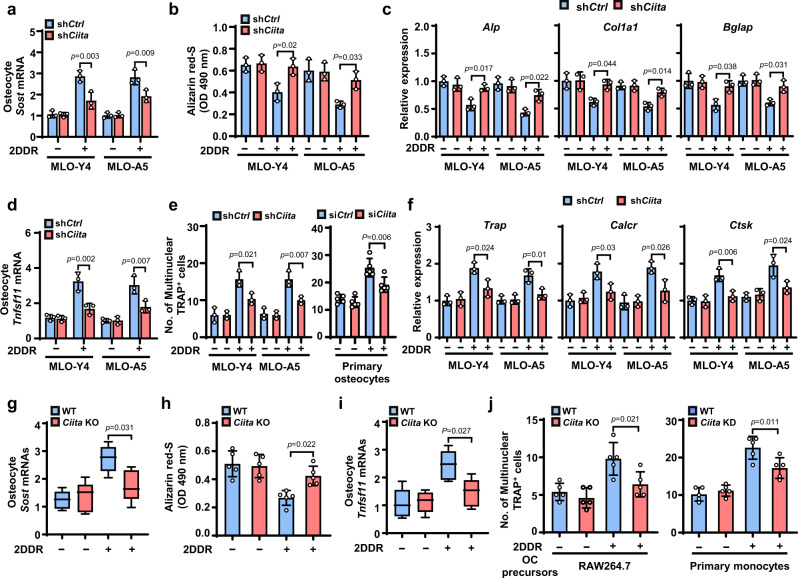
Depletion of CIITA in osteocytes abrogates effects of 2DDR on cytokine secretion, osteoclastogenesis, and suppressed osteoblastogenesis. MLO-Y4 and MLO-A5 osteocytes carried with non-targeted control shRNAs (sh*Ctrl*) or *Ciita* shRNAs (sh*Ciita*) were cultured with or without 2DDR for 2 days, given fresh medium, and cultured for another 2 days, and then the cells and the CM were collected. The osteoblast precursor MC3T3-E1 and the osteoclast precursors Raw264.7 cells or primary monocytes were cultured with or without the osteocyte CM. After culturing, the cells were subjected to Alizarin red-S staining to assess osteoblast differentiation, to TRAP staining to assess osteoclast differentiation, or to real-time PCR to assess the differentiation-associated gene expression. **a**–**f** Shown are summarized data for *Sost* mRNAs (**a**), Alizarin red-S staining (**b**), the relative expression of osteoblast differentiation–associated genes *Alp*, *Col1a1*, and *Bglap* (**c**), *Tnfsf11* mRNA (**d**), the numbers of multinuclear (≥3) TRAP^+^ cells (**e**), and the relative expression of osteoclast differentiation–associated genes *Trap*, *Calcr*, and *Ctsk* (**f**). Data are mean ± SD (n = 3 biological replicates). **g**–**j** Osteocytes isolated from WT or osteocyte-specific *Ciita*-KO mice (*n* = 5 mice/group) were cultured with or without 1 mM 2DDR for 2 days for collecting the cells and the osteocyte CM. MC3T3-E1 or Raw264.7 cells cultured with osteocyte CM were subjected to Alizarin red-S staining, TRAP staining, or real-time PCR. Shown are summarized data for *Sost* mRNA levels in osteocytes (**g**), Alizarin red-S staining (**h**), *Tnfsf11* mRNA levels in osteocytes (**i**), and numbers of multinuclear (≥3) TRAP^+^ cells (**j**, left). Box plots (**g**, **i**) indicate median, 25^th^ and 75^th^ percentiles, and minima and maxima of the distribution. Data are presented as mean ± SD. (**j**, right) Primary osteocytes wild-type or carried with *Ciita* siRNAs (si*Ciita*) were cultured in the same fashion as in (**a**) to collect the CM. The numbers of multinuclear (≥3) TRAP^+^ cells were counted in the cultures of primary monocytes with or without the osteocyte CM. Data are means ± SD. *P* values were determined using one-way ANOVA with Tukey’s multiple comparisons test.

### CIITA boosts histone acetylation in cytokine gene promoter

Histone acetylation is a key epigenetic modification that influences tissue and context-specific gene expression and is associated with gene activation^17^. CIITA is a histone acetyltransferase that regulates acetylation of histones H3 and H4 at the MHC class II promoter^11^. However, its function and mechanism in regulation of cytokines remain unclear. With addition of 2DDR, we found higher levels of total histone H3 acetylation, but not H4 acetylation, in osteocytes compared to those in osteocytes without 2DDR (Fig. 5a). Addition of 2DDR also upregulated levels of acetylation at histone 3 lysine 14 (H3K14) but did not change the levels of acetylation at histone 3 lysine 27 (H3K27) (Fig. 5b). Knockdown of CIITA in osteocytes reversed the effect of 2DDR on the accumulation of H3K14 acetylation (Fig. 5c). ChIP PCR assay showed enrichment of H3K14 acetylation and CIITA proteins in the promoter of *Tnfsf11* or *Sost* in osteocytes cultured with 2DDR (Fig. 5d), while knockdown of CIITA in osteocytes reduced such enrichment (Fig. 5e). To determine the impact of CIITA’s HAT activity on osteocyte cytokine production, we transfected primary human osteocytes with wild-type CIITA or CIITAΔAD, a dominant-negative mutant that lacks the active domain at amino acids 1–160 in CIITA. We found that the wild-type CIITA enhanced the expression of *Tnfsf11* or *Sost* in osteocytes, while the mutation had a reduced effect (Fig. 5f). These findings reinforce the role of CIITA in regulation of myeloma 2DDR–induced H3K14 acetylation in the promoter of *Tnfsf11* or *Sost*, leading to the enhanced cytokine gene transcription in osteocytes.

**Fig. 5:**
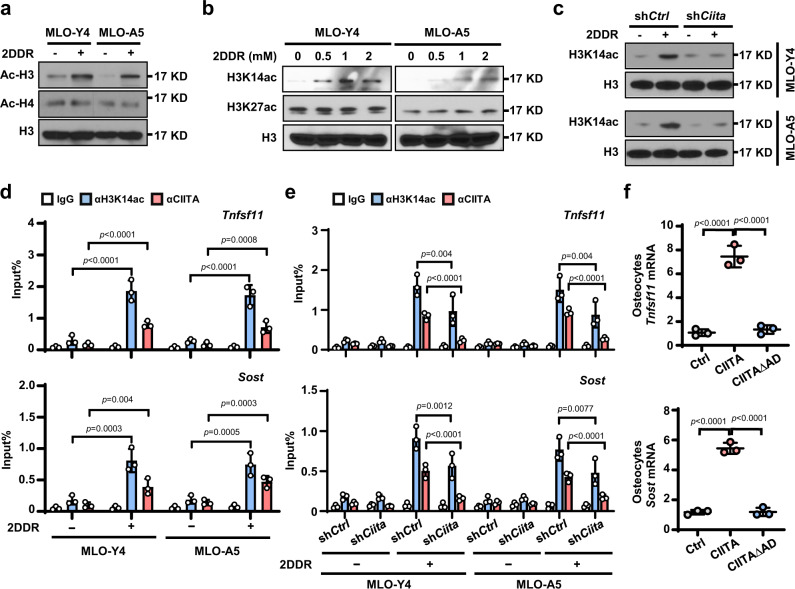
CIITA mediates 2DDR-induced histone acetylation at H3K14 in the promoter of *Tnfsf11* and *Sost* genes in osteocytes. **a**-**b** Western blot shows the acetylation levels of total histone H3 (Ac-H3) and H4 (Ac-H4) (**a**) and of histone H3 lysine 14 (H3K14ac) and lysine 27 (H3K27ac) (**b**) in MLO-Y4 or MLO-A5 osteocytes cultured without or with 1 mM 2DDR. H3 levels served as controls. **c** Western blot analysis shows the levels of H3K14ac in sh*Ctrl* or sh*Ciita* MLO-Y4 or MLO-A5 cells cultured without or with 1 mM 2DDR. H3: loading control. Data shown in **a**–**c** are representative of two independent experiments. **d** ChIP assay shows the enrichment of H3K14ac or CIITA in the promoter of *Tnfsf11* or *Sost* genes in MLO-Y4 or MLO-A5 cells cultured without or with 1 mM 2DDR. Data are mean ± SD (n = 3 biological replicates). **e** ChIP assay shows the enrichment of H3K14ac and CIITA in the promoter of *Tnfsf11* or *Sost* genes in sh*Ctrl* or sh*Ciita* MLO-Y4 or MLO-A5 cells cultured without or with 1 mM 2DDR. Data are mean ± SD (n = 3 biological replicates). **f** Shown is the relative expression of *Tnfsf11* or *Sost* in primary osteocytes that were transfected with wild-type *CIITA* cDNA or *CIITAΔAD* (dominant-negative mutant that lacks the HAT activation domain). *P* values were determined using one-way ANOVA with Tukey’s multiple comparisons test.

Because CIITA is a non-DNA binding transcriptional coactivator, we sought the link that bridges CIITA protein to specific DNA regions in the cytokine promoter. Using coimmunoprecipitation of an antibody against CIITA and analysis of the antibody’s pull-down proteins with mass spectrometry, we identified a candidate: the transcriptional factor AP2α (Fig. 6a and Supplementary Table 1). To determine the interaction of CIITA and AP2α, we mixed the lysate of HEK293T cells overexpressing c-myc–tagged CIITA (*c-myc-CIITA*) with the lysate of AP2α-expressing HEK293T cells and pulled down proteins with an anti–c-myc antibody. We detected either CIITA or AP2α proteins in the lysates (Fig. 6b). This interaction was also obtained in *c-myc-CIITA* osteocytes (Fig. 6c). To examine the endogenous interaction of CIITA and AP2α in osteocytes, we cultured MLO-Y4 and MLO-A5 osteocytes with or without 2DDR and found that CIITA coprecipitated with AP2α (Fig. 6d).

**Fig. 6:**
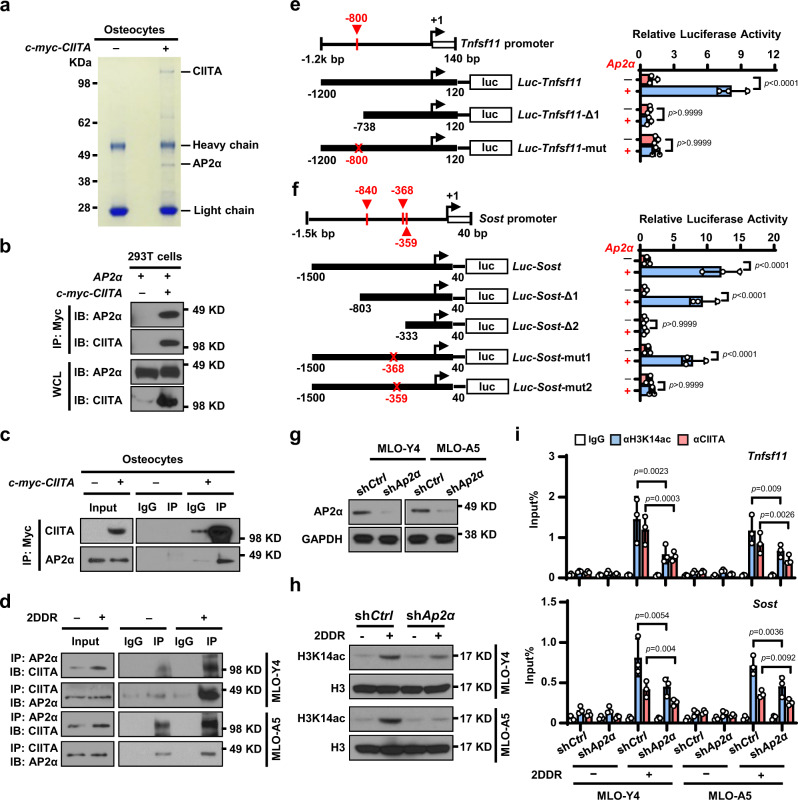
AP2α bridges the interaction between CIITA and the promoters of *TNFSF11* and *SOST* in osteocytes. **a** Immunoprecipitates pulled down by c-myc-CIITA in osteocytes transfected with a *c-myc–CIITA* plasmid using Coomassie blue staining. **b** Pull-down of AP2α with c-myc-CIITA in HEK293T cells. **c** Co-immunoprecipitation of CIITA with AP2α in osteocytes transfected with *c-myc-CIITA* plasmid. **d** Co-immunoprecipitation of CIITA with AP2α in MLO-Y4 and MLO-A5 osteocytes cultured without or with 1 mM 2DDR. **e**, **f** Schematic of the *Tnfsf11* (**e**) and *Sost* (**f**) promoter luciferase reporter. Solid boxes: promoter region; red crosses: mutation sites. The luciferase activity of *Luc-Tnfsf11* or *Luc-Sost* constructs was set at 1. ns, not significant. **g**–**h** Western blot shows the expression of AP2α (**g**) and H3K14ac (**h**) in MLO-Y4 or MLO-A5 cells transfected with non-targeted shRNA (sh*Ctrl*) or *Ap2α* shRNA (sh*Ap2α*) cultured without or with 1 mM 2DDR. (GAPDH and H3: protein loading controls). **i** ChIP assay shows the enrichment of H3K14ac and CIITA in the promoter of *Tnfsf11* or *Sost* genes in MLO-Y4 and MLO-A5 cells expressing sh*Ctrl* or sh*Ap2α* cultured without or with 1 mM 2DDR. Data in (**e**), (**f**), and (**i**) are presented as mean ± SD, *n* = 3 biological replicates. *P* values were determined using one-way ANOVA with Tukey’s multiple comparisons test. Data shown in (**a**–**d**), (**g**), and (**h**) are representative of two independent experiments.

To determine whether AP2α binds to *Tnfsf11* or *Sost* promoter, we examined a 1.3-kilobase region around the *Tnfsf11* transcriptional start site and a 1.5-kilobase region around the *Sost* transcriptional start site. According to the promoter sequence, we predicted one AP2α binding site (−800 base pairs [bp]) in the *Tnfsf11* promoter (Fig. 6e) and three AP2α binding sites (−840 bp, −368 bp, and −359 bp) in the *Sost* promoter (Fig. 6f). We generated one truncated form of the *Tnfsf11* promoter and two truncated forms of the *Sost* promoter. Deletion mapping identified an AP2α binding site between −1200 and −738 bp of the *Tnfsf11* promoter (Fig. 6e) and another binding site between −803 and −333 bp of the *Sost* promoter (Fig. 6f). Mutating a putative motif at −800 bp of the *Tnfsf11* promoter from GCCN_3_GG to GATN_3_TA (Fig. 6e) and mutating a putative motif at −368 bp or −359 bp of the *Sost* promoter from GCCN_3_GG to GATN_3_TA confirmed these loci as the AP2α binding sites (Fig. 6f). To determine whether CIITA protein binds to the *Tnfsf11* or *Sost* promoters via AP2α, we knocked down AP2α expression in osteocytes using sh*Ap2α* (Fig. 6g) and observed decreased levels of H3K14 acetylation (Fig. 6h), CIITA and H3K14 enrichment in the *Tnfsf11* or *Sost* promoter (Fig. 6i). These results indicate that AP2α recruits CIITA protein to the *Tnfsf11* or *Sost* promoter and therefore induces histone acetylation in the promoters.

### The clinical relevance of osteocyte CIITA in myeloma

To elucidate the clinical relevance of osteocyte CIITA in the bone status of patients with myeloma, we collected bone marrow biopsy segments from 14 patients with newly diagnosed myeloma and stained with the anti-CIITA antibody. Histologic examination revealed a robust positive correlation between the H-score of CIITA^+^ osteocytes and the number of bone lesions in myeloma patients (Fig. 7a). Figure 7b highlights osteocytes buried within bone mineral in two myeloma patients: the H-score of CIITA^+^ was higher in the osteocytes of patient 1 than in the osteocytes of patient 2. Consistently, we found greater numbers of bone lesions in patient 1 than in patient 2 (Fig. 7a). We also found a positive correlation between the H-score of osteocyte CIITA and levels of bone marrow serum RANKL or sclerostin (Fig. 7c). In addition, we examined the association of myeloma cell expression of TP with RANKL or sclerostin levels in myeloma patients and found a positive correlation (Fig.7d). Correspondingly, we observed a positive correlation between TP expression in myeloma cells and CIITA expression in osteocytes (Fig. 7e).

**Fig. 7:**
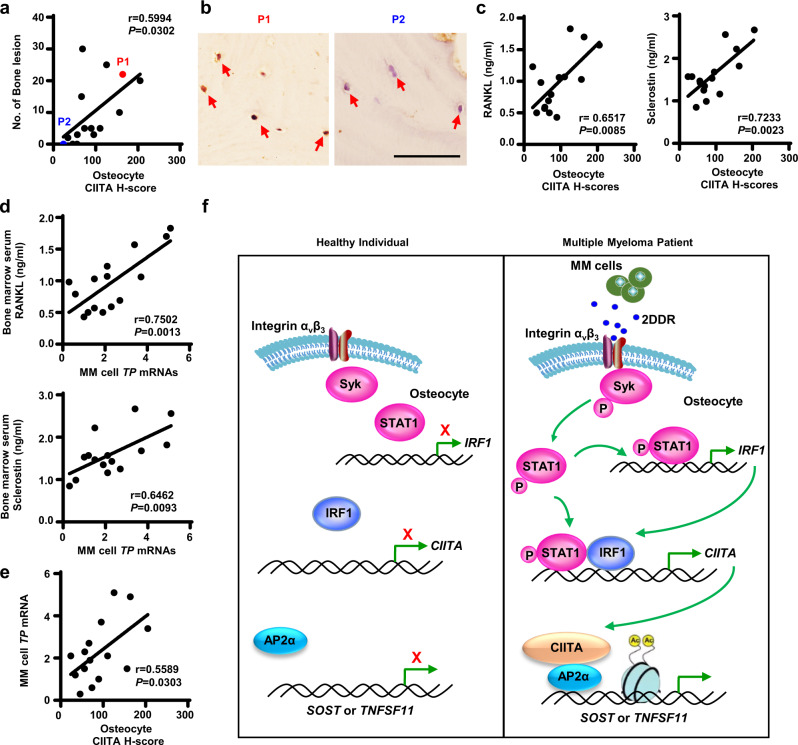
Expression levels of CIITA in osteocytes are associated with the status of bone lesions in myeloma patients. Bone marrow biopsies were randomly collected from myeloma patients (*n* = 15) and then stained with the anti-CIITA antibody. The immunohistochemically stained slides were semi-quantified by H-score, which reflects the totality of percentage of stained cells in each intensity. **a** Correlation between the H-scores of CIITA^+^ osteocytes and the numbers of bone lesions in myeloma patients. **b** Representative images of immunohistochemical staining show the expression of CIITA in osteocytes in the biopsy segments of the two patients highlighted with red or blue in (**a**). Scale bar, 50 µm. **c**–**e** Bone marrow aspirates of myeloma patients were subjected to ELISA. Shown are the correlation coefficients of the H-scores of CIITA^+^ osteocytes with bone marrow serum levels of RANKL (**c**, left) or sclerostin (**c**, right), the correlation coefficients of the levels of *TP* mRNA in myeloma cells with bone marrow serum levels of RANKL (**d**, left) or sclerostin (**d**, right), and the correlation coefficients of the H-scores of CIITA^+^ osteocytes with the levels of *TP* mRNA in myeloma cells (**e**). The correlations were evaluated using Pearson coefficient with two-tailed *P* value. r, correlation coefficient. **f** Depiction of osteocyte CIITA–mediated bone destruction in multiple myeloma. Myeloma TP/2DDR upregulates CIITA expression in osteocytes through the STAT1/IRF1 signaling pathway. The increased CIITA via AP2α as a link binds to the promoter of *Tnfsf11* or *Sost* and activates histone acetylation at H3K14, leading to the expression of RANKL or sclerostin in osteocytes.

## Discussion

Using patient samples, knockout mice, and in vitro cultures, this study demonstrates that osteocyte-expressed CIITA promotes bone destruction in multiple myeloma (Fig. 7f). In osteocytes, CIITA binds to the *TNFSF11* or *SOST* promoter, activates histone acetylation at H3K14 in the cytokine gene promoter, and thereby upregulates the expression of RANKL and sclerostin. As a result, the increased cytokines activate osteoclastogenesis and bone resorption and suppress osteoblastogenesis and bone formation. The combination of increased resorption and decreased formation results in bone destruction. We also demonstrate that myeloma cells upregulate the expression of CIITA in osteocytes through TP/2DDR-mediated STAT1/IRF1 signaling. Our work broadens the understanding of the pathogenesis of multiple myeloma bone disease and indicates that specifically targeting the myeloma-osteocyte interaction can potentially provide therapeutic strategies for this disease.

Osteocytes are the main source of RANKL and sclerostin^4^ and thereby drive the process of bone remodeling. RANKL plays a key role in osteoclast activation, and sclerostin can modulate both bone formation and resorption^4,9^. Circulating serum RANKL and sclerostin are significantly elevated in patients with multiple myeloma and are correlated with the status of lytic lesions in patients^18,19^. Attempts to therapeutically target RANKL and sclerostin in myeloma patients have been used to treat bone destruction^20,21^. For example, the anti-resorptive agent denosumab (a monoclonal antibody against RANKL) has been approved by the U.S. Food and Drug Administration for the treatment of osteoporosis, hypercalcemia, and bone destruction in myeloma patients^20^. Administration of neutralizing monoclonal antibodies against sclerostin increases bone mass and decreases osteolytic bone lesion in both animal models and humans^21,22^. But the mechanisms by which myeloma cells regulate RANKL and sclerostin secretion from osteocytes have remained obscure. Other studies demonstrated that myeloma cells trigger apoptosis and higher expression of RANKL in osteocytes, followed by increased osteoclast activity and development of bone lesions^5,23^. Our study elucidates a molecular mechanism for the osteocyte-myeloma interaction, in which myeloma cell TP/2DDR upregulates CIITA expression in osteocytes; the increased CIITA enhances histone acetylation of *TNFSF11* and *SOST* genes; and promotes RANKL and sclerostin secretion from osteocytes. This leads to enhanced osteoclast-mediated bone resorption and decreased osteoblast-mediated bone formation. Our previous study demonstrated that myeloma-secreted 2DDR binds to the receptors on bone cell progenitors, upregulates the methylation of transcriptional factors, and thus regulates osteoblastogenesis and osteoclastogenesis^7^. The combined results from our earlier and current studies indicate that myeloma TP/2DDR regulates bone remodeling through the complex pathways outlined above and lead to mixed bone histology of increased resorption and decreased formation observed in most patients with this disease.

CIITA is a non–DNA binding transcriptional co-activator. CIITA protein contains an acidic transcriptional activation domain, four leucine-rich repeats, and a GTP-binding domain. In the nucleus, CIITA can regulate the transcription of MHC class II genes by interacting with CREB, NF-Y, and the RFX transactivator associated with a highly conserved and unique motif (W/S, X1, X2, and Y) in the promoter region^24,25^. CIITA can also regulate, through histone acetylation, the expression of non-MHC genes that do not possess this motif in their promoter region^26^, suggesting that additional mechanisms must be involved. We have explored the mechanism of how CIITA mediates 2DDR effects on osteocyte cytokine expression. By mutating HAT active domain in CIITA, we confirmed CIITA’s HAT activity in osteocytes. By knocking down CIITA expression in osteocytes, we demonstrate that the histone acetylation in cytokine gene promoters induced by 2DDR is dependent upon CIITA. Our study also points to the involvement of AP2α, a transcription factor of AP-2 family. AP-2 factors bind to the consensus sequence 5ʹ-GCCNNNGGC-3ʹ and play an important biological function in limb and neural tube development^27,28^. The present study demonstrates a function of AP2α as a bridge between CIITA and the promoter of *TNFSF11* or *SOST*. The interaction of CIITA with AP2α and the recruitment of the CIITA/AP2α complex to AP2α-targeted genes may be a general mechanism of regulation of non-MHC genes by CIITA. Whether there are additional components besides AP2α in CIITA/AP2α complex or other HATs involved in the 2DDR-mediated histone activation still needs further investigation.

Previous investigators identified a role and mechanism for CIITA effects in skeletal homeostasis^12^. They found that healthy mice with myeloid-specific CIITA overexpression develop severe osteoporosis caused by enhanced osteoclast differentiation and bone resorption without any change in osteoblast function^12^. Our study differs in that it focuses on the impact of osteocyte-specific CIITA on myeloma-associated bone lesions. Within the tumor microenvironment, osteocytes interact with myeloma cells to promote the development of bone lesions through a complex pathway involving TP, 2DDR and CIITA. Osteocyte-expressed CIITA, distinct from that expressed by myeloid cells, functions to activate osteoclast-mediated bone resorption and also inhibit osteoblast-mediated bone formation. We posit that inhibition of osteoblast activity and reduced bone formation observed in myeloma may be due to the differences in downstream CIITA-mediated signaling pathways. In myeloid cells, CIITA overexpression activates the kinase phosphorylation in the colony-stimulating factor-1 receptor (c-fms) and RANKL-mediated signaling pathways^12^. In osteocytes, CIITA upregulates the transcription of cytokines through acetylation in the cytokine promoter. In multiple myeloma, one may postulate that tumor cell-secreted 2DDR upregulates CIITA expression in myeloid cells and increases osteoclast differentiation through activation of the c-fms/RANKL signaling. A logical next step to clarify this point may be to assess how the TP/2DDR/CIITA axis is involved in myeloma bone disease in an osteocyte-independent manner.

To add further to the complexity, bone remodeling is modulated not only by bone cells but also by immune cells; the bone-immune interaction is involved in the pathogenesis of benign bone diseases such as postmenopausal osteoporosis and rheumatic diseases^29–31^. CIITA, known to activate MHC-II expression in immune cells, has been shown to have an indirect effect on bone^32^. For example, CIITA-induced T cell activation contributes to ovariectomy-induced bone loss^32^. Within the myelomatous bone microenvironment, it may be reasonable to speculate that the TP/2DDR/CIITA axis drives the immune MHC-II antigen presentation machinery leading to bone loss. These possibilities, if proven, would expand TP/2DDR/CIITA as a common mechanism in tumor-associated bone disease.

Collectively, our results demonstrate the mechanism by which myeloma cells upregulate osteocyte derived RANKL and sclerostin in myeloma. We also describe an unexplored mechanism in which CIITA regulates non-MHC class II genes. Implicit in these results is that targeting the integrin α_v_/STAT1/CIITA signaling pathways could be a potential strategy for the treatment of myeloma-induced bone disease. Finally, our findings may have broader implications for the genesis of osteolytic lesions in other solid malignancies, which often metastasize to bone and create lytic lesions.

## Methods

### Cell lines and primary cells

The human myeloma cell line ARP-1 was established and provided by the University of Arkansas for Medical Sciences. Murine myeloma Vk*MYC cell line (Vk12598) was established and provided by the Mayo Clinic. HEK293T (CRL-3216), Raw264.7 (TIB-71), and MC3T3-E1 (CRL-2593) cells were purchased from the American Type Culture Collection. MLO-Y4 (EKC002) and MLO-A5 (EKC003) cells were purchased from Kerafast, Inc. Primary myeloma cells were isolated from bone marrow aspirates from patients with myeloma using anti-CD138 antibody-coated magnetic beads (130-051-301, Miltenyi Biotec). Myeloma cells were maintained in RPMI 1640 medium with 10% fetal bovine serum, and HEK293T cells were cultured in DMEM medium with 10% FBS.

Osteocytes, osteoblasts, monocytes, and MSCs were isolated from human or mouse bone pieces^8,33–35^. For isolation of osteocytes and osteoblasts, bone marrow cells were removed, and bone pieces were washed three times in PBS and dissected into small pieces. The bone pieces were incubated at 37 °C for 20 min with shaking in 2 mg/ml collagenase type II (Sigma-Aldrich) and washed with 1× PBS. This process was repeated for three times. To extract osteoblasts, the bone pieces were cultured with Dulbecco’s modified Eagle medium (DMEM). For osteocyte isolation, the bone pieces were further digested with a cyclical 5 mM EDTA and 0.1% BSA in 1× PBS and collagenase type II for at least three times. The digested solution was centrifuged, and cell pellets were collected. Osteocytes were maintained in α-Minimum Essential Medium with 5% FBS and 5% fetal calf serum.

To collect osteocyte CM, osteocytes were cultured alone or co-cultured with myeloma cells at the bottom of the well, where myeloma cells were seeded in the insert of the transwell. After two days, transwell with myeloma cells were removed. Osteocytes were cultured in fresh medium for another two days, and the supernatants were collected as CM.

Patient samples were provided by the Myeloma Tissue Bank at The University of Texas MD Anderson Cancer Center or Xiamen University. Informed consent was obtained from study participant and collection of patient samples was conducted by both institutions in accordance with the criteria set by the Declaration of Helsinki. Bone marrow samples were obtained mostly from the iliac crest of patients with myeloma during standard procedure for clinical diagnosis, and the residual samples were used for research. Bone lesions in the study participants were characterized by radiologists who were blinded to our study. The investigators who performed the bench studies were blinded to the bone lesion status of the patients. This study was approved by the MD Anderson Institutional Review Board (PA12-0034) and the Ethics Committee of Xiamen University.

### Plasmids and reagents

The plasmids *myc-CIITA*, *AP2α*, and *Ap2α* were purchased from GeneCopoeia. Except where specified otherwise, all chemicals were purchased from Sigma-Aldrich; all neutralizing antibodies and enzyme-linked immunosorbent assay (ELISA) kits were purchased from R&D Systems. shRNAs were purchased from Sigma-Aldrich. Human wild-type CIITA (forward: 5′-CATTCTAGAATGGAGTTGG GGCCCCTAGA-3′; reverse: 5′-TAATCGGCCGGGGTCACCTCCGTATACCCT-3′) or CIITAΔAD (forward: 5′-CATTCTAGATGCCTGCCAC TGCCTGCGCT; reverse: TAATCGGCCGGGGTCACCTCCGTATACCCT) were sub-cloned into a pCDH-CMV vector.

### In vitro osteoblast and osteoclast formation and function assays

Mature osteoblasts were generated from MC3T3-E1 with osteoblast medium^36^. Bone formation activity of osteoblasts was determined using Alizarin red-S (Sigma-Aldrich) staining^36^. MLO-A5 was cultured in osteoblast medium for 14 days to obtain mature osteocytes before use.

Raw264.7 cells were cultured to obtain the mature osteoclasts^37^. Briefly, Raw264.7 cells were cultured with or without a low dose of RANKL (10 ng/ml) or osteocyte CM for 7 days to induce mature osteoclast formation. TRAP staining for the detection of mature osteoclasts was performed using a leukocyte acid phosphatase kit (Sigma-Aldrich) according to the manufacturer’s instructions. The number of TRAP^+^ cells per mm^2^ were counted.

### Western blot analysis

Cells were harvested and lysed with 1 × lysis buffer (Cell Signaling Technology, CST). Cell lysates were subjected to SDS-PAGE), transferred to a polyvinylidene difluoride (PVDF) membrane and immunoblotted. Uncropped blots and gels are provided in Source Data file.

Antibodies used in the immunoblotting are as following: CIITA (3793, CST, 1:1000), GAPDH (5174, CST, 1:5000), Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (4370, CST, 1:1000), p44/42 MAPK (Erk1/2) (4695, CST, 1:2000), Phospho-Akt (Ser473) (4058, CST, 1:1000), Akt (9272, CST, 1:2000), Phospho-Syk (Tyr525/526) (2710, CST, 1:1000), Syk (2712, CST, 1:1000), Phospho-STAT1 (Tyr701) (9167, CST, 1:1000), STAT1 (14994, CST, 1:1000), Phospho-JAK1 (Tyr525/526) (74129, CST, 1:1000), JAK1 (3332, CST, 1:1000), Histone H3 (4499, CST, 1:5000), IRF1 (8478, CST, 1:1000), Histone H3 (acetyl K9 + K14 + K18 + K23 + K27) (ab47915, abcam, 1:1000), Histone H4 (acetyl K5 + K8 + K12 + K16) (clone: EPR16606, ab177790, abcam, 1:1000), Acetyl-Histone H3 (Lys14) (D4B9) (7627, CST Technology, 1:1000), Acetyl-Histone H3 (Lys27) (D5E4) (8173, CST, 1:1000), Rabbit (DA1E) mAb IgG Isotype Control (3900, CST, 1:100), and AP-2α (C83E10) (3215, CST, 1:1000).

### Quantitative real-time PCR

Total RNA was isolated using a RNeasy kit (QIAGEN). An aliquot of 1 μg of total RNA was subjected to reverse transcription with a SuperScript II reverse transcription PCR kit (Invitrogen) according to the manufacturer’s instructions. Quantitative PCR was performed using SYBR Green Master Mix (Life Technologies) with the QuantStudio 3 Real-Time PCR System (Life Technologies). The primers used are listed in Supplemental Table 2.

### Luciferase assay in vitro

Vectors with *Tnfsf11* and *Sost* promoter region were constructed as follows: full-length forms (*Luc-Tnfsf11*: −1.2 kb to 120 bp; *Luc-Sost*: −1.5 kb to 40 bp), truncated forms (*Luc-Tnfsf11*-Δ1: −738 bp to 120 bp; *Luc-Sost*-Δ1: −803 bp to 40 bp; *Luc-Sost*-Δ2: −333 bp to 40 bp), and mutated forms (*Luc-Tnfsf11-*mut: GCCN_3_GG to GATN_3_TA; *Luc-Sost-*mut1 and Luc-*Sost-*mut2: GCCN_3_GG to GATN_3_TA) were subcloned into a pGL2 vector, and their transcriptional activities in HEK293T cells were examined using a Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions. The luciferase activity of full-length *Luc*-*Tnfsf11* and *Luc-Sost* constructs was set at 1. The primers used in the subcloning are listed in Supplemental Table 3.

### Cell proliferation assays, flow cytometry, and ELISA

The proliferation of osteocytes was assessed using a CellTiter 96 AQueous One Solution Cell Proliferation Assay (Promega). The cells were fixed and stained with antibodies against the surface markers CD44, CD105. Some fixed cells were permeabilized and then stained with antibodies against DMP-1, sclerostin, osteocalcin, and COL1A1. The stained cells were measured by a BD LSRFortessa flow cytometer (BD Biosciences). The results were analyzed using FlowJo software (version 10). In addition, mouse serum was collected and measured using an ELISA kit (R&D Systems) according to the manufacturer’s instructions.

Antibodies used in flow cytometry are as following: APC anti-mouse/human CD44 (clone: IM7, 103011, BioLegend, 1:200), APC anti-mouse CD105 (clone: MJ7/18, 120413, BioLegend, 1:200), Mouse DMP-1 (AF4386, R&D Systems, 1:200), Mouse sclerostin (Clone: 248121, MAB1589,R&D Systems, 1:200) Mouse osteocalcin (E6) (sc376835, Santa Cruz, 1:100), Mouse COL1A1 (clone: EPR24331-53, ab270993, abcam, 1:300), Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, APC (A-865, Thermo Fisher scientific, 1:300), and APC-H7, Mouse IgG1, Isotype Control (560167, BD Biosciences, 1:200)

### Immunofluorescent staining

Osteocytes were fixed in 4% paraformaldehyde and stained with anti-podoplanin antibody (8.1.1; sc-53533, Santa Cruz Biotechnologies, 1:50), an osteocyte marker, followed by staining of Alexa Fluor 488-labeled goat anti-hamster IgG (H + L) Cross-Adsorbed Secondary Antibody (A-21110, Thermo Fisher, 10 μg/mL)^34^. DAPI was used to stain nuclei. Osteocyte images were acquired using light and fluorescent microscopes.

### Immunohistochemistry

Formalin-fixed, paraffin-embedded sections of bone marrow biopsy samples obtained from patients with myeloma were deparaffinized and stained^38^. Slides were stained with anti-CIITA antibody (LifeSpan BioSciences) using an EnVision System (Dako) following the manufacturer’s instructions and counterstained with hematoxylin. The immunohistochemically stained slides were semi-quantified by H-score. A formulation of H-score = ΣPi(i + 1) was used to calculate the value, where “Pi” is the percentage of stained cells in each intensity category (0–100%) and “i” is the intensity indicating weak (i = 1), distinct (i = 2) or very strong (i = 3)^39^.

### Immunoprecipitation and pull-down assays

Cells were lysed and incubated on ice for 15 min. The total protein lysate was immunoprecipitated with an agarose-immobilized antibody at 4 °C overnight. After being washed six times, the beads were spun down and resuspended in SDS loading buffer. Pull-down samples were run on an SDS-PAGE gel along with a 5% input sample and transferred to a PVDF membrane for immunoblotting. IgG was used as a control, and total cell lysates were used as input controls. For the pull-down assay, HEK293T cells were transfected with plasmid carrying either *c*-*myc-CIITA* or AP2α. Lysates of the cells pulled down with c-Myc beads (20169, Thermo Fisher Scientific) were further incubated with cell lysates transfected with *AP2α*. The immunoprecipitates and whole-cell lysates were immunoblotted. Cells not transfected with *myc-CIITA* plasmid or whole-cell lysates served as controls.

### ChIP assay

Cells were fixed in 4% formaldehyde and sonicated to prepare chromatin fragments. Chromatin samples were immunoprecipitated with antibodies against H3K14ac, CIITA, phosphorylated STAT1, and control IgG at 4 °C for 3 h. Immunoprecipitates and total chromatin inputs were reverse cross-linked; DNA was isolated and analyzed using PCR. The primer sequences used are listed in Supplemental Table 4. Relative fold enrichment was calculated by determining the immunoprecipitation efficiency (ratio of the amount of immunoprecipitated DNA to that of the input sample).

### Mass spectrometry

Lysate of human osteocytes transfected with *c-myc–CIITA* was pulled down by anti–c-Myc agarose and subjected to an SDS-PAGE gel. Gel bands stained with Coomassie blue were excised separately, alkylated, and digested with trypsin. The tryptic peptides were then analyzed using a nano-LC/MS/MS (Thermo Fisher Scientific) coupled with an 1100 HPLC (Agilent Technologies). The MS/MS spectra were searched using the SEQUEST software program with the BioWorks Browser (version 3.3.1; Thermo Fisher Scientific) against the NCBI database. Osteocytes transfected with an empty vector served as controls.

### In vivo mouse experiments

Male or female aged 6–8 weeks of CB.17 SCID or C57BL/6 mice purchased from Harlan Laboratories, *Dmp-1*-cre/ERT2 mice purchased from The Jackson Laboratory, and homozygous *Ciita2*^flox/flox^ mice purchased from Charles River Laboratories, were maintained in American Association for Laboratory Animal Science–accredited facilities. All mice were maintained on a standard light and dark cycle with food and water. The animal room had a controlled temperature (23–24 °C), humidity (60.5%). Cage are cleaned every 3–4 days and supplies of water and food are checked daily. All in vivo mouse studies were approved by the UT MD Anderson Institutional Animal Care and Use Committee. End points for humane euthanasia were signs of pain or discomfort including sluggish movement, diarrhea, rapid development of abdominal distension, and cachexia. These limits were not exceeded.

To generate the Cre-expressing *Ciita*-knockout mice, *Ciita*^flox/flox^ mice were first crossed with transgenic mice expressing Cre recombinase under the control of the *Dmp1* promoter. Progeny with Cre expression (*Dmp1*-cre/ERT2-*Ezh2*^flox/+^) were then back-crossed with *Ciita*^flox/flox^ mice to generate osteocyte-specific *Ciita*^flox/flox^ knockout mice. The primers used for genotyping were JMF1 (5ʹ-CCTAGGAGCCACGGAGCTG-3ʹ), PIIIF3 (5ʹ-TGCCCAAATAGGAGCATTAC-3ʹ), JMR1 (5ʹ-TCCAGAGTCAGAGGTGGTC-3ʹ), *Cre*/forward (5ʹ-ATTGCTGTCACTTGGTCG-TGGC-3ʹ), and *Cre*/reverse (5ʹ-GGAAAATGCTTCTGTCCGTTTGC-3ʹ). JMR1 and JMF1 were used to amplify wide-type bands (520 bp), and JMR1 and PIIIF3 were used to amplify knockout bands (1000 bp). Western blotting was conducted to confirm ablation of Ciita expression in the osteocytes of randomly selected mice.

To establish myeloma in vivo, WT or osteocyte-specific *Ciita*-KO male or female mice were intrafemorally injected with the murine myeloma cell line Vk12598 (1 × 10^6^ cells/mouse). The mice injected with equal volume of 1× PBS served as controls. In xenograft myeloma mouse model, human myeloma cells (5 × 10^5^ cells/mouse) were intrafemorally injected into NSG mice. In some experiments, mice were treated with TP inhibitors 7DX (200 µg/kg) or TPI (300 µg/kg) intraperitoneally three times a week. Mice received PBS as vehicle control. For monitoring the tumor burden, serum samples were collected from the mice weekly and tested for the presence of myeloma-secreted M-proteins using ELISA analysis. Mouse femurs were scanned with Scanco micro–computed tomography (μCT)−40 system (Scanco Medical) and analyzed with Scanco (version 6.1) or Microview (version 2.5, Parallax Innovations) software. Bone tissues were fixed in 10% neutral buffered formalin and decalcified, and sections of them were stained with toluidine blue or TRAP following standard protocols. Both analyses were done using the BIOQUANT OSTEO (version 18.2.6) software program (BIOQUANT Image Analysis Corporation).

### Whole-transcriptome sequencing

For RNA-seq^40^, RNAs were isolated from mouse osteocytes and then purified with the TruSeq Stranded Total RNA Sample Preparation Kit (Illumina). RNA-seq libraries were synthesized according to the manufacturer’s instructions (Illumina). Pooled libraries were quantified using the KAPA Library Quantification Kit (Kapa Biosystems), examined for size distribution using the Fragment Analyzer (Advanced Analytical), and, using the 76-bp paired-end format, sequenced in four lanes of the Illumina HiSeq 4000 Sequencer.

### Statistical analysis

Statistical significance was analyzed using the SPSS software program (version 10.0; IBM Corporation) or GraphPad Prism (version 9); with two-tailed unpaired Student *t*-tests for comparison of two groups, and one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test for comparison of more than two groups. *P* values less than 0.05 were considered statistically significant. Experiments were repeated at least two times and similar results were obtained.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

All data associated with this study can be found in the paper or the supporting documents. Source data are provided with this paper. Uncropped scans of immunoblots and gels are provided in the Source data. The RNA-seq data generated in this study is available at GEO database (GSE200987).

How the deposited data were processed for this re-analysis (not part of the article)

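RNA-seq of osteocytes from 5 No MM and 5 MM mice was analyzed, with 1 library per mouse. The conditions were taken from the sample labels, which list mice 1 to 5 as controls and mice 6 to 10 as myeloma-bearing. All 10 libraries were used and none was left out of the comparison.

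The table that the authors deposited holds several kinds of values for 22548 genes. The authors deposited read counts per gene and library, as whole numbers without normalization. They also deposited a normalized signal, in which each read count had been divided by 1 size factor per library, from 0.765 to 1.195, as checked by recomputing the ratio for every gene. The counts behind that signal are in the same table and were used in its place. The deposited FPKM values were made by the authors from the counts, the gene length in the table and a library total that exceeded the sum of the counts by 0 to 3778 reads. The deposited log2 fold changes, MM over No MM, are the authors' own. The deposited p-values and adjusted p-values are also the authors' own, and 16911 genes carry an adjusted p-value. The legend of Fig. 1 names DESeq2 for the p-values of Fig. 1f and Fig. 1g, without correction, and names no tool for the adjusted p-values. The signal, FPKM, log2 and p-value columns were checked and not analyzed further, apart from a comparison of calls.

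Between 31099174 and 39466332 reads were counted per library. Shares of counts carry Wilson intervals at a confidence level of 95%, and 3 counts were taken as the smallest number the depth can show. Intervals and limits cover counting error only. Of the gene identifiers, 22284 were found in GENCODE M21 (GRCm38), and 68.4% of these had the same chromosome, start and end.

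Counts were analyzed in R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16, which left 16186, scaled by TMM and tested with glmQLFit and glmQLFTest for MM against No MM, without covariates. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and an adjusted p-value under 0.05 counted as a call. CPM on the log2 scale used a prior count of 2. Single values were compared by exact permutation tests over the 252 ways to assign 10 mice to groups of 5, two-sided. For single genes, these tests used the log2 of CPM plus a pseudocount of 0.1. Their p-values therefore refer to means on the log2 scale and not to the CPM means printed with them. Gene lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 18 lists. The lists were written by hand before the data were examined, apart from 2 genes of Fig. 1h that were matched to the deposited table afterwards. The tests were also run on simulated counts with the dispersion of these data. Each gene was drawn independently, so differences that a library shares over many genes were not simulated. With 200 genes changed by a log2 of 2 among 16186, edgeR called 67% of them and DESeq2 86%. With no gene changed, edgeR called 0 genes and DESeq2 called 14.

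The alternatives fixed before the data were examined were DESeq2 1.42.0, other size factors in edgeR (RLE and upper quartile), no filter on low counts, at least 10 counts in every library, 1 surrogate variable (sva 3.50.0), cell marker scores as covariates, other thresholds, other list tests (fry with 9999 rotations, and Fisher's exact test), Reactome lists for mineral absorption, and each mouse left out in turn. The alternatives chosen after seeing the data were DESeq2 with a prior on fold changes, scores of dendritic cell, B cell, plasma cell and Y-linked genes as covariates, each alone, offsets for gene length and GC content over 20 bins, and immunoglobulin genes left out. The dendritic cell score had been set beforehand as a test of Ciita only. Choices about low normalized values were not needed, since the table holds counts.

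The genes to be named were fixed before the data were examined. They were the genes the paper names from the RNA-seq, the genes of Fig. 1e and Fig. 1h, the members of the gene lists, and the 5 genes with the largest change in each direction among genes past the threshold whose groups did not overlap. No gene passed the threshold, so that last part named none. Immunoglobulin genes, Xist, the Y-linked genes, the neighbors of the candidates and the genes found at positions of Fig. 1g were chosen after their values were seen. One gene that the paper names is not reported here.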

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

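Within each group of 5 libraries, 56 sets of values were tested for a library far from the others, and 3 were found, where chance gives 2.8. No test of an explanation was made for these results.

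Sost in No MM was far higher in the library labelled No MM 2, at 994.9 CPM, than in the other No MM libraries, at 109.6 to 317.5 CPM. The gap to the nearest library was 0.765 of the whole range, above the critical value of 0.71. The library had 34792531 counts, within the range of the others. The design gives the 5 No MM mice the same condition, so it gives no biological explanation, and none was tested.

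The other two results concern the library labelled MM 6. Its mean log2 CPM over the mineral absorption list was 5.10, above 4.79 to 4.88 in the other MM libraries, with a gap of 0.721 of the range. Its mean log2 CPM over the neutrophil list was 9.31, below 10.50 to 10.83 in the other MM libraries, with a gap of 0.784 of the range. No biological explanation was tested, since all 5 MM libraries have the same condition. As 3 results among 56 is what chance gives, these values do not single out the library.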

How the results depend on the processing

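No paired analysis was possible because the groups share no replicate numbers and the labels match no mice. Settings named here as added were chosen after seeing the data. With edgeR, no gene had an adjusted p-value under 0.05 under any setting that kept this threshold, the fits that each left out one mouse included, against 617 genes higher and 1664 lower at an unadjusted p-value under 0.05. Ciita, Clec9a and C530050E15Rik were higher in MM under every setting in which they were tested. C530050E15Rik has no value with at least 10 counts in every library.

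With DESeq2, 32 genes were higher and 192 lower, and 20 of the Fig. 1h genes passed. At an unadjusted p-value under 0.05, DESeq2 gave 968 genes higher and 2164 lower. Log2 fold changes past the threshold were 1.10 for Ciita and 1.30 for Clec9a. The added prior on fold changes in DESeq2 came with independent filtering at a level of 0.1 in place of 0.05. In that fit, 21 genes were higher and 50 lower, and 19 Fig. 1h genes passed, Clec9a (1.18) among them. At an unadjusted p-value under 0.05, DESeq2 with the prior gave 971 genes higher and 2098 lower. These counts are close to those without the prior, so the fall in adjusted calls cannot be credited to the prior alone. With an unadjusted p-value under 0.05 and at least a 2-fold change, edgeR called 225 genes higher and 639 lower, 16 Fig. 1h genes, 1 cytokine gene of Fig. 1e, Ciita (1.08) and Clec9a (1.28). DESeq2 with that threshold called 380 higher and 1042 lower, 16 Fig. 1h genes, 2 cytokine genes, Ciita (1.10) and Clec9a (1.30). C530050E15Rik passed under the same 4 settings. Adjusted p-values of Ciita ranged from 0.0324 to 0.976 over 29 settings, and those of Clec9a from 0.0176 to 0.976. The cause of these differences between tests was not tested beyond the simulated data.

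At an unadjusted p-value under 0.05 in edgeR, 692 genes were higher and 857 lower with 1 surrogate variable, and 528 higher and 823 lower with the added Y-linked score. With the added dendritic cell score, 157 were higher and 163 lower. The added B cell score alone left 423 higher and 376 lower, against the excess of lower genes without it, and the added plasma cell score alone left 220 higher and 316 lower. Leaving out one mouse gave 291 to 1276 higher and 939 to 2376 lower, and 0 to 1 cytokine genes adjusted over their list alone.

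In camera, the mineral absorption list turned from lower, with a p-value of 0.984, to higher without a filter on low counts (0.961) and with the Reactome iron uptake list (0.827). It stayed lower with the Reactome metal ion list (0.113). Its p-value ranged from 0.319 to 0.916 with one mouse left out, and it turned in 5 of these 10 fits. With fry in place of camera, 1 list in place of 6 had an adjusted p-value under 0.05, and leaving out one mouse gave 4 to 12 lists. The 6 lists include the genes of Fig. 1h (camera, adjusted p = 9.28e-33). The authors chose those genes for being higher in MM in these same data, so the result for that list was fixed in advance. With one mouse left out, the adjusted p-value of the interferon list ranged from 0.00714 to 0.879 and that of the osteocyte list from 0.0493 to 0.999, each turning direction once. Of the other lists over their alternatives, muscle was no longer past the threshold in 6, T and NK cells in 4, B, plasma and dendritic cells in 1 each, and MHC class II passed in 5. The cause was not tested. Low counts limit C530050E15Rik, with 4 to 24 reads per No MM library.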

Differences from the paper's values

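The paper reports 19 genes higher and 49 genes lower in MM, where edgeR gave 0 and 0 at an adjusted p-value under 0.05, with 617 higher and 1664 lower at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's counts. DESeq2, one of them, gave 32 and 192, including all 19 and all 49 of the genes that the authors' deposited table lists. DESeq2 with a prior on fold changes, chosen after seeing the values, gave 21 and 50, including all 19 and all 49. That fit also set the level of independent filtering to 0.1 in place of 0.05, so its counts cannot be credited to the prior alone. DESeq2, DESeq2 with the prior, and either tool with an unadjusted p-value under 0.05 and at least a 2-fold change called Clec9a and C530050E15Rik. These settings apart from the prior also called Ciita, whose adjusted p-value with the prior was 0.0505.

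The log2 fold change of Ciita was 1.08, against the paper's value of about 2.3 in Fig. 1g, read by eye. For the gene called Riken it was 1.65, against the paper's about 2.2. For Clec9a it was 1.28, against the paper's about 1.7. For Ciita, none of the alternatives set before the data were examined closed the gap. The values read by eye carry no error, so the standard error of the main edgeR fit served as the tolerance. For Riken, the fit without mouse No MM 5 gave 1.89, within 0.394 of the paper's value, and no other alternative did. For Clec9a, the fits without mouse No MM 2, at 1.44, and without mouse MM 6, at 1.39, came within 0.333, and no other alternative did. Such closeness says little, since the deposited values given below are smaller than those read from the figure.

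In the authors' deposited table, Ciita has a log2 fold change of 1.01 and an adjusted p-value of 0.0505, Clec9a a log2 fold change of 1.18 and C530050E15Rik 1.44. The genes at the positions that Fig. 1g labels Ciita and Riken are, in that table, Ighv1-18 at 2.35 and Ighv1-66 at 2.24. The counts of 19 and 49 in that table follow from an adjusted p-value under 0.05 alone. The legend of Fig. 1 gives an unadjusted p-value and a 2-fold change, which yield 206 higher and 745 lower genes in that table.

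The paper proposes an enrichment of genes of mineral absorption, from an overlap of genes with gene sets. The list used here did not differ between the groups (camera of limma, adjusted p = 0.984 over 18 lists). Camera asks whether a list moves in one direction, which an overlap does not ask. Of the genes that the authors called, 2 were in the list, Mt1 and Mt2. Whether that overlap exceeds chance was not tested, so the paper's result was not repeated. The paper states that clustering gave a signature of the response, and over all 16186 tested genes the first branch parted No MM 3 and No MM 4 from the other 8 libraries.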

Other observations

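The tests of Ciita against pooled B cell and plasma cell markers, dendritic cell markers, library size and the share of the highest genes, and the count of other splits at an adjusted p-value, were set before the data were examined. All other tests reported here were chosen after the result was seen. Directions refer to the libraries as they are labelled.

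Other ways to divide the 10 mice into groups of 5 were compared with the real one, with 100 of the 126 splits drawn for edgeR and 20 for DESeq2, the real split included. At an adjusted p-value under 0.05 the real split gave 0 genes, so all 100 splits necessarily gave at least as many, and 3 of the 100 gave at least 1 gene. At an unadjusted p-value under 0.05, 15 of the 100 gave as many genes as the real split. With DESeq2, 8 of the 20 gave at least as many genes with an adjusted p-value under 0.05. For the mineral absorption list, 99 of the 100 gave a camera p-value as small as the real one, which says little because that value, 0.984, is close to the largest possible. At least as many lists passed the threshold in 82 of the 100. The number of genes depended on 2 libraries. In the 48 splits that kept No MM 3 and No MM 4 in one group, the median was 1898 genes with an unadjusted p-value under 0.05, and in the 52 that parted them it was 189.

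Technical explanations were tested for the higher Ciita in MM. Its p-value in edgeR, 0.00193 unadjusted, was 0.00547 with the B cell score as a covariate, 0.00849 with the plasma cell score, 0.00317 with the Y-linked score, 0.00289 with an offset for gene length, 0.00142 with an offset for GC content and 0.00217 with immunoglobulin genes left out. Ciita kept an unadjusted p-value under 0.05 with each of these, although its log2 fold change fell to 0.86 with the B cell score and to 0.73 with the plasma cell score. A score pooled from the B cell and plasma cell lists gave 0.00355, but these lists moved in opposite directions, so the pooled score shows nothing about either. Library size did not differ between the groups (exact permutation test, p = 0.325). Dexi, which overlaps Ciita, had an adjusted p-value of 0.627 in edgeR, 0.296 unadjusted. The 20 highest genes took 23.6% ± 10.9 of the counts in No MM and 12.7% ± 2.12 in MM (exact permutation test, p = 0.0159). Their share was 33.1% in No MM 3 and 37.7% in No MM 4, and 14.8% to 16.3% in the other No MM libraries. The log2 fold change of Ciita was 1.07 with immunoglobulin genes left out, so the effect of their counts on the scaling does not account for the difference. It was 0.96 without No MM 3 and 0.95 without No MM 4. Each of these fits kept the other library, so they do not show what both contribute together. Ciita was lowest in these libraries, at 9.76 and 9.26 CPM. The other No MM libraries, at 14.6 to 20.6 CPM, were also below the lowest MM library, at 22.2 CPM. The share of the other highest genes was not tested separately. With the dendritic cell score as a covariate, the log2 fold change of Ciita fell to 0.49 with an unadjusted p-value of 0.0592. That list was higher in MM by 0.79 on the log2 scale (exact permutation test, p = 0.0476, and 0.429 adjusted over the lists). RNA from dendritic cells in the osteocyte preparation may therefore account for part of the difference, and these data cannot tell this apart from a change within osteocytes. Because the score itself differs between the groups, the covariate would also absorb part of a real difference.

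The share of immunoglobulin counts in No MM 3 and No MM 4 was tested as a sign of plasma cells. Over the plasma cell marker list, the lower of these 2 libraries was above the highest of the other 8 by 2.78 on the log2 scale, which is consistent with RNA from plasma cells, and RNA of myeloma cells is one candidate source. Both libraries were led by Igkv4-91 and Ighv1-15. The same pair led 2 libraries labelled MM, MM 9 and MM 10, which is why a mislabelled sample cannot be ruled out. It is not settled either, because MM 6, MM 7 and MM 8 were led by other genes. A single kappa variable gene also took most of the kappa variable reads in 2 more control libraries. It was Igkv12-89 in No MM 1, at 52.69%, and Igkv9-123 in No MM 2, at 73.64%. In No MM 5 the leading gene took 11.81%. Reads assigned to MM 10 from the libraries No MM 3 and No MM 4 would have brought about 125 counts of Xist along with its 40880 counts of Igkv4-91, and 14 were observed, so such reads do not account for that library. In MM 9 the same reasoning gives 74 expected counts of Xist against 225 observed, which leaves it open. Immunoglobulin genes took 12.7% ± 14.1 of the counts (SD, n = 5) in No MM and 1.47% ± 0.401 (SD, n = 5) in MM as labelled (exact permutation test, two-sided, p = 0.0635). The shares of 4 of the 5 No MM libraries were above the highest MM share, 2.00%.

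Counts on 4 Y-linked genes (Ddx3y, Uty, Eif2s3y and Kdm5d) were 6130 in No MM 5, 5157 in MM 9 and 6766 in MM 10, and 0 to 47 in the other 7 libraries. Xist had 27 counts in No MM 5, 225 in MM 9 and 14 in MM 10, and 951 to 30370 in the others. The labels give male mice throughout, and the methods give male or female mice.

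Of the genes of Fig. 1e, 14 were tested, and none passed an adjusted p-value of 0.05, over all genes or over the list alone, while 1, Tnf, had an unadjusted p-value under 0.05 (log2 fold change 1.23). Sost was 344.7 ± 372.2 CPM (SD, n = 5) in No MM and 260.7 ± 182.0 CPM (SD, n = 5) in MM (exact permutation test, two-sided, p = 0.770). The No MM mean of Sost rested largely on No MM 2, at 994.9 CPM, against 109.6 to 317.5 CPM in the other No MM libraries. The order of the Sost means therefore gives no direction. Tnfsf11 was 9.17 ± 4.67 CPM (SD, n = 5) in No MM and 8.94 ± 5.60 CPM (SD, n = 5) in MM (exact permutation test, two-sided, p = 0.706). The paper reports both as higher in MM by PCR in Fig. 1e.

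Among the marker lists, camera put B cell (1.44 higher on the log2 scale, adjusted p = 0.0115), dendritic cell (adjusted p = 0.00583) and T and NK cell lists (0.57 higher, adjusted p = 0.0114) higher in MM. It put plasma cell (-1.50, adjusted p = 5.17e-07) and muscle lists (-1.04, adjusted p = 0.0295) lower. With fry, none of these had an adjusted p-value under 0.05. In exact permutation tests of the list means, two-sided and unadjusted, p = 0.167 for B cells, p = 0.0952 for plasma cells, p = 0.111 for T and NK cells and p = 0.238 for muscle, so camera alone put these lists past a threshold. The exact test has little room under adjustment over 18 lists, since a single list at the smallest possible p-value, 0.00794, has an adjusted value of 0.143. The B cell list had a mean log2 CPM of 1.59 in No MM 3 and 1.48 in No MM 4, against 4.39 to 5.20 in the other No MM libraries. The plasma cell list had 8.74 and 8.71 in these 2 libraries, against 4.88 to 5.93 in the other No MM libraries. The MHC class II list was 0.47 higher in MM (adjusted p = 0.0585 in camera).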
